# Sox10 is required for systemic initiation of bone mineralization

**DOI:** 10.1242/dev.204357

**Published:** 2025-01-20

**Authors:** Stefani Gjorcheska, Sandhya Paudel, Sarah McLeod, David Paulding, Louisa Snape, Karen Camargo Sosa, Cunming Duan, Robert Kelsh, Lindsey Barske

**Keywords:** Sox10, Bone mineralization, Neural crest, Calcium, Stanniocalcin, Zebrafish

## Abstract

Heterozygous variants in *SOX10* cause congenital syndromes affecting pigmentation, digestion, hearing, and neural development, primarily attributable to failed differentiation or loss of non-skeletal neural crest derivatives. We report here an additional, previously undescribed requirement for Sox10 in bone mineralization. Neither crest- nor mesoderm-derived bones initiate mineralization on time in zebrafish *sox10* mutants, despite normal osteoblast differentiation and matrix production. Mutants are deficient in the Trpv6^+^ ionocytes that take up calcium from the environment, resulting in severe calcium deficiency. As these ionocytes derive from ectoderm, not crest, we hypothesized that the primary defect resides in a separate organ that systemically regulates ionocyte numbers. RNA sequencing revealed significantly elevated stanniocalcin (Stc1a), an anti-hypercalcemic hormone, in *sox10* mutants. Stc1a inhibits calcium uptake in fish by repressing *trpv6* expression and Trpv6^+^ ionocyte proliferation. Epistasis assays confirm excess Stc1a as the proximate cause of the calcium deficit. The pronephros-derived glands that synthesize Stc1a interact with *sox10*^+^ cells, but these cells are missing in mutants. We conclude that *sox10*^+^ crest-derived cells non-autonomously limit Stc1a production to allow the inaugural wave of calcium uptake necessary to initiate bone mineralization.

## INTRODUCTION

Sry-box transcription factor 10 (SOX10) is essential for hair and skin pigmentation, the ability to hear and smell, and for digestive peristalsis. People with only one functional copy of the *SOX10* gene present pigment anomalies such as iris heterochromia and a white forelock, sensorineural hearing loss, deficient enteric innervation, anosmia, neurological abnormalities, neuropathy, and/or stalled puberty. Cases range from mild to potentially lethal and are classified into four congenital syndromes with overlapping clinical features: Waardenburg syndrome types 2E and 4C, Kallmann syndrome, and PCWH (peripheral demyelinating neuropathy, central dysmyelination, Waardenburg syndrome, and Hirschsprung disease) (Pingault et al., 2022). Besides the inner ear and central nervous system phenotypes, these symptoms are largely attributable to failed neural crest differentiation. This transient, migratory population of embryonic cells gives rise to pigment cells, sensory and enteric neurons and glia, the adrenal medulla, and bone, cartilage, and connective tissues of the facial skeleton (Martik and Bronner, 2017). All neural crest cells (NCCs) activate *SOX10* expression upon specification, prior to migration. The cranial subpopulation destined to give rise to the facial skeleton turn *SOX10* expression off upon reaching their destination in the pharyngeal arches (Kuhlbrodt et al., 1998; Blentic et al., 2008). The remaining, non-skeletal neural crest populations retain Sox10 expression longer to activate programs for differentiation into pigment, glia, and sensory or enteric neurons, among other cell types (Antonellis et al., 2008); in mutants, migration and differentiation stall, and many of these cells die (Dutton et al., 2001). Sox10 is also expressed in differentiating chondrocytes of both neural crest and mesodermal origin, but it is not essential there, as cartilage develops normally in zebrafish *sox10* mutants (Kelsh and Eisen, 2000). Accordingly, decades of research on heterozygous humans as well as homozygous mouse and zebrafish models has established that SOX10 is essential for non-skeletal neural crest derivatives but likely dispensable for formation of the skeleton (Herbarth et al., 1998; Southard-Smith et al., 1998; Kelsh and Eisen, 2000; Britsch et al., 2001; Dutton et al., 2001).

Bones mineralize by packing an organic collagenous extracellular matrix (ECM) with hydroxyapatite crystals of calcium and phosphate in a highly ordered manner (Blair et al., 2002). Mature bone-forming osteoblasts secrete collagen I/X-rich ECM as well as enzymes (e.g. alkaline phosphatase, Phospho1) and accessory glycoproteins (e.g. osteopontin, osteonectin) involved in synthesis and organization of the hydroxyapatite crystals (Bianco et al., 1988; Yamate et al., 1997; Millan, 2013). Failed osteoblast maturation, disturbed matrix formation, and calcium-phosphate imbalances can disrupt ossification (Michigami, 2019; Ponzetti and Rucci, 2021).

Endocrine factors, particularly parathyroid hormone, vitamin D, and calcitonin, work in concert to maintain calcium and phosphate homeostasis in adults through actions on bone, intestine, and kidney (Waung et al., 2012; Guo and Yuan, 2015; Khundmiri et al., 2016; Areco et al., 2020; Hanna et al., 2021). Adults obtain these minerals from dietary sources, renal reabsorption, and environmental uptake, as well as by breaking down bone (Wongdee et al., 2019). However, how the initial wave of calcium and phosphate uptake in the embryo is regulated remains a gap in knowledge. Mammalian fetuses rely on placental transfer (Kovacs, 2014), while fish larvae utilize yolk stores or ionocytes in the skin and gills for environmental uptake (Hwang and Chou, 2013; Lin and Hwang, 2016). Although zebrafish larvae obtain the necessary amount of phosphate through phospholipid metabolism in the yolk and do not require additional environmental phosphate uptake (Miyares et al., 2014; Fraher et al., 2016; Quinlivan and Farber, 2017), they require calcium uptake for skeletal mineralization (Vanoevelen et al., 2011). The major route of calcium ingress is the constitutively open epithelial calcium channel (ECaC) encoded by *trpv6* (Transient Receptor Potential channel family, Vanilloid subfamily member 6) (Khattar et al., 2022). Of the five major types of ionocytes in fish, only the Na^+^/H^+^-ATPase-rich (NaR) subpopulation expresses *trpv6* (Hwang and Chou, 2013; Xin et al., 2019). *Trpv6* expression is also highly enriched in both maternal and fetal cells of the mammalian placenta (Fecher-Trost et al., 2019). Because Trpv6 is constitutively open, regulation of calcium uptake occurs through modulation of *trpv6* transcription or the proliferation/quiescence of *trpv6*^+^ cells (Xin et al., 2019). Whether the major endocrine hormones involved in calcium and phosphate homeostasis in adults also control the initiation of calcium uptake via Trpv6 for skeletal mineralization in the embryo remains largely unknown.

One factor that limits rather than drives calcium uptake in both embryonic and adult fish is an anti-hypercalcemic hormone called stanniocalcin (Tseng et al., 2009). Stanniocalcin (Stc1) is a glycoprotein secreted by a variety of tissues in mammals (e.g. kidney, intestine), where it may regulate local calcium homeostasis (Madsen et al., 1998; Yoshiko and Maeda, 1998; Deol et al., 2001; Kobayashi et al., 2009; Yeung et al., 2012). Stc1a (also known as Stc1l) was first isolated from the corpuscles of Stannius (CS), intermediate mesoderm-derived endocrine organs unique to teleost fish (Pang et al., 1973; Yeung et al., 2012; Naylor et al., 2018). Surgical removal of the CS or mutation of the *stc1a* gene (also known as *stc1l*) causes severe hypercalcemia, kidney stones, and increased NaR cell numbers in fishes (Fenwick and So, 1974; Yeung et al., 2012; Li et al., 2021). Conversely, exposure to high environmental calcium increases *stc1a* mRNA levels and serum Stc1a content in zebrafish, leading to decreased calcium uptake (Tseng et al., 2009). The anti-hypercalcemic activity of Stc1a involves inhibition of both *trpv6* expression and NaR cell proliferation, working through a Pappaa-Igfbp5a-Igf-Igfr cascade that impacts PI3K, mTor, and Akt signaling. In normal or low calcium, active Pappaa cleaves the Igf-binding protein Igfbp5a, releasing Igf ligands to activate downstream signaling and NaR cell proliferation. In conditions of high environmental calcium, Stc1a inhibits the protease activity of Pappaa, keeping NaR cells quiescent (Dai et al., 2014; Oxvig, 2015; Liu et al., 2020; Li et al., 2021, 2023).

In this study, we present a previously undescribed systemic requirement for Sox10 in the initiation of skeletal mineralization in fish. We provide evidence of a striking Stc1a increase in *sox10* mutants that severely reduces *trpv6*^+^ ionocyte number and whole-body calcium content. We find *sox10*^+^ neural crest-derived cells interacting with the CS in control but not mutant fish, indicating that they may serve to moderate Stc1a levels in the embryo, allowing the massive wave of calcium uptake required to initiate bone mineralization.

## RESULTS

### Delayed onset of skeletal mineralization in zebrafish *sox10* mutants

Although Sox10 expression is activated in all NCCs upon specification (Dutton et al., 2001; Antonellis et al., 2008; Stine et al., 2009; Kague et al., 2012), it is quickly downregulated in the crest cells that form the facial skeleton (Blentic et al., 2008). It was assumed that these skeletal progenitors do not require Sox10 function, as early studies noted no defects in Alcian Blue-labeled cartilages of the zebrafish *sox10* mutant facial skeleton (Kelsh and Eisen, 2000). However, during a routine bone stain of *sox10* mutants, we unexpectedly noticed a striking absence of mineralization when the skeleton is first differentiating at 3-4 days post-fertilization (dpf) (Fig. 1A). At these stages, calcium deposits in newly mineralizing bones were readily apparent by Alizarin Red staining in sibling controls. Weak staining appeared in mutants by 5 dpf and increased until larval lethality around 8 dpf, but never attained control levels. The phenotype, unrelated to edema or developmental delay, was indiscriminate of ossification type (endochondral, intramembranous, and even odontogenic) and bone developmental origin in the mesoderm versus neural crest (Fig. 1B).

**Fig. 1.**
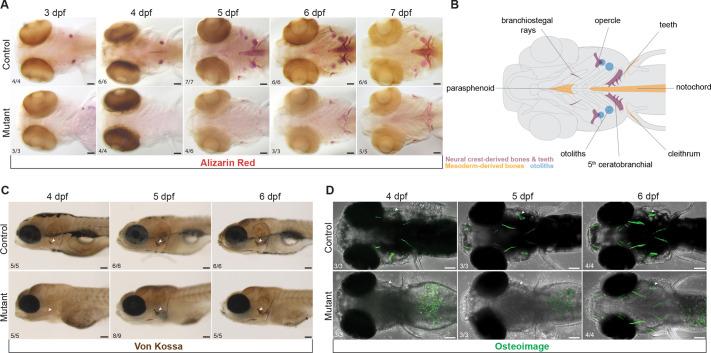
**Mineralization deficit in zebrafish *sox10* mutants.** (A) Example images illustrating a major delay in initiation of bone mineralization in *sox10* mutants between 3 and 7 dpf revealed by Alizarin Red staining. Some mineralization is present by 5 dpf but never achieves control levels before lethality at 8 dpf. (B) Schematic representation of the affected mineralized structures and their embryonic origins. (C,D) Von Kossa (C) and OsteoImage (D) staining showing absent calcium deposition and hydroxyapatite formation in *sox10* mutants at 4 dpf and gradual recovery starting at 5 dpf. Arrowheads point to the opercle (op). Numbers in panels indicate the proportion of larvae of that genotype with the presented phenotype. Scale bars: 100 µm.

As deficient mineralization had not been reported in any of the many existing mouse, fish, or frog Sox10 loss-of-function models, we questioned whether it is a neomorphism specific to our *sox10^ci3020^* allele. *ci3020* is a 1495-bp deletion that removes part of the 5′UTR and the first coding exon, encoding the homodimerization domain and part of the DNA-binding high mobility group (HMG) domain (Fig. S1A). Some transcription still occurs from the deletion allele (Okeke et al., 2022), and the first in-frame methionine downstream of the deletion could conceivably produce an N-terminally truncated protein lacking the HMG box but retaining the transactivation domain (Pingault et al., 2022). *sox10^ci3020/ci3020^* embryos otherwise present the classic *colourless* phenotypes associated with *sox10* loss of function (Fig. S1B-C′) (Kelsh et al., 1996), lacking melanocytes and xanthophores, with malformed otic vesicles and otoliths but normal facial cartilages. To test whether deficient mineralization is specific to the *ci3020* allele, we performed Alizarin Red staining on homozygotes for the *m618* (L142Q) missense allele (Malicki et al., 1996). The same near-absence of staining was observed between 4 and 6 dpf (Fig. S1D), demonstrating that this phenotype is a general consequence of loss of *sox10* function, at least in zebrafish. We further validated the Alizarin Red results in *ci3020* mutants (hereafter *sox10* mutants) using Von Kossa and calcein stains (Fig. 1C, Fig. S1C′), which both label calcium deposits (Puchtler and Meloan, 1978; Du et al., 2001; Teng et al., 2018; Schneider, 2021), as well as the OsteoImage mineralization assay (Fig. 1D), which specifically detects hydroxyapatite (Sim et al., 2018). These stains confirmed that mineralization gradually initiates around 5 dpf, first apparent by Von Kossa staining (Fig. 1C). Supporting that the recovery is incomplete, fluorescent calcein staining in older 7 dpf larvae revealed a lack of endochondral bone collars around the mutant hyomandibula and ceratohyal cartilages (Fig. S1C′).

Osteoblasts are essential for mineralization, but do not themselves express Sox10 (Fig. 2A,B) (Gomez-Picos et al., 2022). Osteoblasts derived from cranial neural crest transiently express *sox10* and accordingly express the *SOX10:*Cre neural crest lineage label (made with a human neural crest-specific *SOX10* enhancer) (Antonellis et al., 2008; Kague et al., 2012), but mesoderm-derived osteoblasts never pass through a *sox10*^+^ state. We therefore presumed that the broad mineralization deficit would not be cell-autonomous to osteoblasts, although it was possible that their differentiation could be impacted by extrinsic factors. Osteoblasts are evident as early as 3 dpf at the site of the future opercle (op) bone (Stenzel et al., 2022). To evaluate mutant osteoblasts, we used the established transgenic markers *RUNX2*:mCherry (Barske et al., 2020), *sp7*:EGFP (DeLaurier et al., 2010) and *osc*:EGFP (Vanoevelen et al., 2011), which are respectively activated in osteoprogenitors and early and maturing osteoblasts. Live imaging of the op bone in *sox10* mutants and sibling controls from 3 to 7 dpf revealed seemingly normal patterns for each marker (Fig. 2C-C″). Visualization of *sp7:*GFP in combination with live Alizarin Red staining confirmed that individual elements are growing similarly between mutants and controls (Fig. 2D). Colorimetric *in situ* hybridization for the major bone ECM component *col10a1a* also revealed normal expression in mutants (Fig. 2E). These findings suggest that mutant osteoblasts are still differentiating and making collagenous matrix despite not being able to mineralize it.

**Fig. 2.**
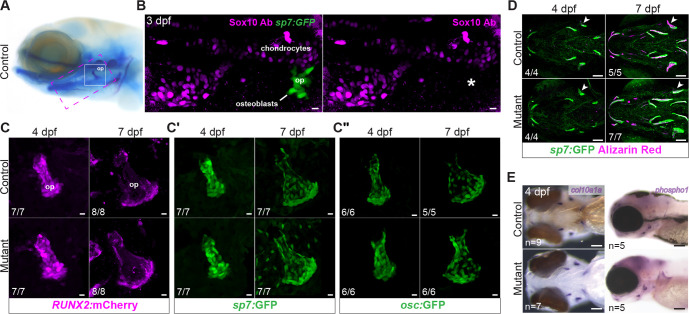
**Normal patterns of growth and differentiation in *sox10* mutant osteoblasts.** (A) Reference image of a larva stained with Alcian Blue and Alizarin Red, with locations of the skeletal elements shown in B (magenta dashed box) and C (white box) highlighted. (B) Immunostaining with an anti-Sox10 antibody reveals strong expression in chondrocytes but a lack of Sox10 protein (asterisk) in mineralizing osteoblasts (*sp7*:GFP^+^) forming the op bone at 3 dpf. (C-C″) Example images from sequential live imaging showing normal patterns of *RUNX2*:mCherry, *sp7*:GFP and *osc*:GFP transgene expression in mutant osteoblasts of the op at 4 and 7 dpf. (D) Normal growth of *sox10* mutant op (arrowheads) as well as other bones despite minimal calcium accumulation, revealed by live imaging of Alizarin Red-stained *sp7*:GFP^+^ embryos at 4 and 7 dpf. (E) Colorimetric *in situ* hybridizations for *col10a1a* and *phospho1*, encoding key bone matrix components, revealed no overt abnormalities in *sox10* mutants at 4 dpf. op, opercle. Numbers in panels indicate the proportion of larvae of that genotype with the presented phenotype. Scale bars: 10 µm (B-C″); 100 µm (D,E).

To determine whether the mineralization machinery is intact in *sox10* mutant osteoblasts, we performed *in situ* hybridization and/or semi-quantitative reverse-transcriptase PCR (rt-PCR) for *spp1* (Osteopontin), *sparc* (Osteonectin), *alpl* (Alkaline phosphatase), *enpp1*, *entpd5*, *phex*, *fgf23*, *runx2a*, and *runx2b* (Fig. 2E, Fig. S2)*.* These genes encode secreted proteins and enzymes associated with matrix formation, phosphate and calcium regulation, and hydroxyapatite synthesis, in addition to the Runx2 transcription factors required for osteoblast specification. *In situ* hybridizations revealed unchanged *runx2a* and *runx2b* expression (Fig. S2A), aligning with the *RUNX2:*mCherry live imaging (Fig. 2D). *phospho1* expression appeared largely unchanged in forming mutant bones (Fig. 2E), while *sparc* and *spp1* appeared reduced (Fig. S2A). In rt-PCRs performed on cDNA made from pooled 4-dpf embryos, we detected mild increases in *alpl* and *entpd5* in the mutants (*P*<0.05, unpaired *t*-tests; Fig. S2B), but no change in *sparc* or *phex* (Fig. S2B). We also observed slight decreases in *spp1*, *phospho1*, *enpp1*, and *fgf23* in the mutants (*P*<0.05, unpaired *t*-tests; Fig. S2B), a pattern opposite to that observed in the zebrafish *enpp1* mutant, which shows increased mineralization (Apschner et al., 2014).

To complement this candidate-based approach and resolve some of the inconsistencies, we next performed unbiased whole-body bulk RNA sequencing (RNAseq) on pools of 10-15 wild-type and mutant larvae (*n*=3 each) at 4 dpf. 

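Each of the 3 wild-type and 3 sox10 mutant pools at 4 dpf gave a single RNAseq library. According to the sample records, pools held 10 to 15 wild-type larvae or 10 to 12 mutants. For each listed gene, the authors deposited transcript abundances in TPM that they had obtained with Kallisto. TPM are scaled for transcript length and to a fixed sum within each library, before genes are selected for the table. They keep no count of reads, so the depth behind each value is unknown, although the methods state the number of reads intended per sample. The table deposited for 4 dpf holds the same values as the table deposited for 7 dpf. All 25896 lines are identical in 6 of 6 libraries, whereas the table for 45 hpf shares 612 lines with either of them. The values of the table deposited for 4 dpf are reported here under that label, and the tables do not show which of the 2 stages they were measured at.
The table lists 25581 genes by Ensembl identifier, and 315 lines repeat a gene under another symbol with unchanged values. Genes with at least 1 TPM in at least 3 of the 6 libraries were tested, which left 17291. Their log2(TPM + 1) was compared between genotypes with limma, with Benjamini-Hochberg adjustment over all tested genes. A gene was called differentially expressed at the paper's thresholds, an adjusted P of at most 0.05 and a change of at least 1.25-fold.
The mutated gene itself, sox10 (ENSDARG00000077467), was listed at 7.33, 5.25 and 6.02 TPM in the wild-type libraries and at 5.77, 8.41 and 6.39 TPM in the mutant libraries. Its means of 6.20 ± 1.05 TPM and 6.86 ± 1.38 TPM (SD, n = 3 each) did not differ by a two-sided exact permutation test (p = 0.600). The smallest p that 3 libraries against 3 allow is 0.1. The ci3020 deletion removes part of the 5′UTR and the first coding exon, and the paper states that the allele is still transcribed.
Across the tested genes, the median log2 fold change between mutants and wild types was -0.33. Rescaling the libraries by the median of their ratios to a common reference moved this median to 0.030. The scaling factors were 1.25, 1.07 and 1.20 for the wild-type libraries and 0.702, 0.984 and 0.923 for the mutant libraries. The 14 genes above 10000 TPM in any library took between 15.7% and 18.2% of the TPM in wild-type libraries and 39.0%, 23.4% and 26.9% in mutant replicates 1, 2 and 3. Transcripts of 13 mitochondrial protein genes took between 5.90% and 7.78% in wild types and between 10.2% and 18.6% in mutants. The gene with the highest TPM, ENSDARG00000111458, has no symbol in the table. It took 14.8%, 3.53% and 7.31% in mutant replicates 1, 2 and 3 and between 1.54% and 3.87% in the wild types. Mutant replicate 2 thus lay within the wild-type range.
Replicate numbers carry no stated pairing of mutant with wild-type pools. Deviations from the genotype mean correlated, across genes, at a mean r of -0.38 between same-numbered libraries of the 2 genotypes and of 0.19 between differently numbered ones. Genes are not independent replicates. Deviations from a mean cancel out within each genotype, so the second value follows largely from the first. Batches shared by same-numbered libraries would give a positive first value, so these values are no evidence for them. Counts and the genes named as past the thresholds between genotypes are nonetheless also given with the replicate number as a block.

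**Figure D1:**
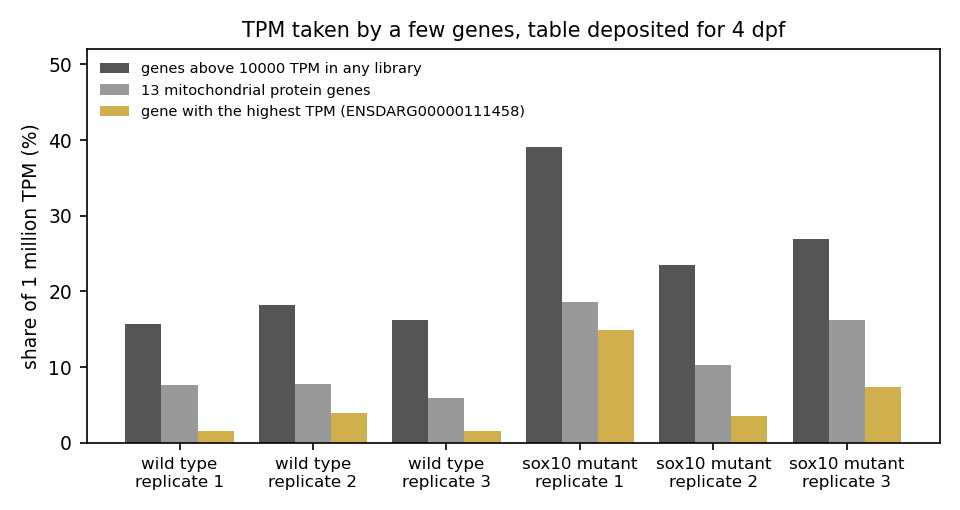
Share of the TPM (%) in each of the 6 libraries of the table deposited for 4 dpf. Dark bars show the 14 genes above 10000 TPM in any library, grey bars the 13 mitochondrial protein genes and yellow bars ENSDARG00000111458. Mutant replicate 1 reached 39.0% for the first of these sets, and no wild-type library exceeded 18.2%.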

DESeq2 analysis identified 344 significantly downregulated (≥1.25-fold; FDR-adjusted *P*≤0.05) and 55 significantly upregulated genes in mutants (Table S1). 

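In the table deposited for 4 dpf, whose values are also deposited for 7 dpf, 3249 genes were differentially expressed with lower TPM in mutants and 269 with higher TPM. The median adjusted P of these 3518 genes from limma was 0.0431, close to the threshold, and the lowest was 4.14e-04. At an unadjusted p under 0.05, 6606 genes were lower and 770 higher. All 3 mutant libraries lay below all 3 wild-type libraries for 7407 genes and above them for 1030. These make up 48.8% of the tested genes, against 10.0% that chance gives for 3 libraries against 3. A shift common to most genes raises this share, so the excess cannot tell the genotypes apart from library scaling.
The counts depended on how the libraries were scaled and which of them were included. After median-of-ratios rescaling, 27 genes were lower and 14 higher, and all 41 were among the 3518 with the same direction. At an unadjusted p under 0.05, 3628 genes were then lower and 3323 higher. With the replicate number as a block, 2 genes were lower and 0 higher, with 4797 lower and 441 higher at an unadjusted p under 0.05. Fits that each left out a library called from 2 to 5549 genes lower and from 0 to 582 higher. In the 4 fits that called 0 higher, between 355 and 617 genes were higher at an unadjusted p under 0.05.
The paper's Table S1 lists 343 distinct genes as lower and 55 as higher at the same thresholds, of which 301 and 49 were tested here. Mutants had lower TPM for 295 of the 301 and higher TPM for 27 of the 49, and 141 and 11 of them passed the thresholds. After rescaling, 260 of the 301 were lower and 44 of the 49 higher, and 18 and 2 passed. Over the 1696 tested genes that the readable part of Table S1 lists, the log2 fold changes correlated with the paper's at Pearson r = 0.71 and Spearman rho = 0.66, across genes, which are not independent replicates.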

As expected, the downregulated list is dominated by genes expressed in pigment cells (e.g. *gch2*, *defbl1*, *apoda.1*, *mc1r*) or glia/oligodendrocytes (e.g. *mbpa*, *mpz*, *cldnk*). 

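The genes named for pigment cells and glia are given from the table deposited for 4 dpf, whose values are also deposited for 7 dpf, with n = 3 libraries per genotype and limma for each adjusted P. TPM of gch2 (ENSDARG00000099101) was 3.78 ± 1.19 TPM (SD) in wild types and 1.19 ± 0.370 TPM in mutants. Its log2 fold change was -1.11 (standard error 0.23, adjusted P = 0.0431), and its adjusted P after rescaling was 0.0658. For defbl1 (ENSDARG00000075161), means were 9.77 ± 0.473 TPM and 0.263 ± 0.162 TPM, with a log2 fold change of -3.10 (standard error 0.16, adjusted P = 0.00120). For apoda.1 (ENSDARG00000060345), they were 9.23 ± 1.64 TPM and 0.451 ± 0.241 TPM, with a log2 fold change of -2.82 (standard error 0.20, adjusted P = 0.00379). Wild-type libraries had 0.642 ± 0.0922 TPM of mc1r (ENSDARG00000020237) and mutants 0.0672 ± 0.0453 TPM. This gene stayed below the TPM needed for the limma test, and its exact permutation test gave p = 0.100, the smallest value possible.
Among the glial genes, mbpa (ENSDARG00000036186) had 167 ± 39.5 TPM in wild types and 42.0 ± 1.75 TPM in mutants, a log2 fold change of -1.94 (standard error 0.20, adjusted P = 0.0241). The values were 21.0 ± 3.54 TPM and 6.68 ± 1.07 TPM for mpz (ENSDARG00000038609), a log2 fold change of -1.52 (standard error 0.18, adjusted P = 0.0368). For cldnk (ENSDARG00000042357), they were 12.7 ± 3.56 TPM and 5.37 ± 2.24 TPM, a log2 fold change of -1.13 (standard error 0.33, adjusted P = 0.0494, or 0.0736 after rescaling). All 3 mutant libraries were below all 3 wild-type libraries for each of these 7 genes. With the replicate block, none of the 6 genes tested with limma passed, with an adjusted P of 0.0509 for defbl1 and apoda.1 and 0.111 for gch2, mbpa, mpz and cldnk.
As sets, 27 tested pigment cell genes had a median log2 fold change of -0.62 relative to all tested genes (camera in limma, adjusted P = 1.03e-07 over 5 sets). All 27 had a negative log2 fold change, 16 passed the thresholds over all genes and 22 passed when adjusted over the set alone. After rescaling, 26 of the 27 were negative, 7 passed over all genes and 14 over the set alone. With the replicate block, 0 passed over all genes, 18 over the set alone and 19 at an unadjusted p under 0.05. For 23 tested glial and oligodendrocyte genes the median was -0.32 relative to all genes (adjusted P = 0.0259), with 9 lower and 1 higher past the thresholds over all genes, and 17 and 1 over the set alone. Rescaling left 2 lower and 0 higher over all genes, 9 and 2 over the set alone and 10 and 2 at an unadjusted p under 0.05. The replicate block left 0 and 0 over all genes, 9 and 1 over the set alone and 12 and 1 at an unadjusted p under 0.05.

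**Figure D2:**
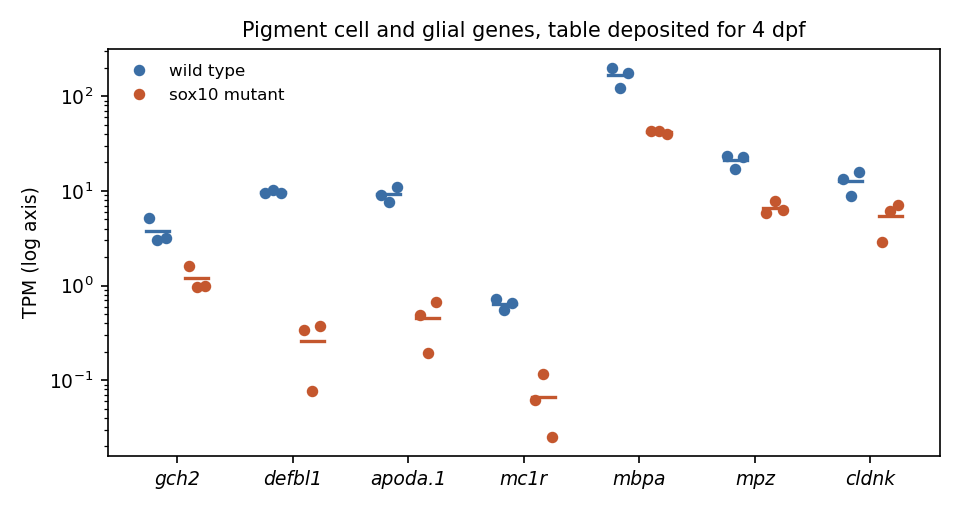
TPM (log axis) of the 7 genes in the 6 libraries of the table deposited for 4 dpf. Points are libraries and horizontal lines are means of 3 libraries, with wild types in blue and sox10 mutants in orange. For defbl1 the wild-type libraries lie at 9.57, 10.3 and 9.42 TPM and the mutants at 0.339, 0.0767 and 0.373 TPM.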

Several collagen genes were also significantly reduced (e.g. *col1a1a*, *col1a1b*, *col1a2*), although not the osteoblast-specific *col10a1a*. *sparc* was also significantly decreased (FDR-adjusted *P*=0.0006), although none of our other osteoblast or mineralization markers met the threshold for significance (Table S2). 

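In the table deposited for 4 dpf, whose values are also deposited for 7 dpf, col1a1a (ENSDARG00000012405) had 37.0 ± 8.84 TPM (SD, n = 3) in wild types and 34.6 ± 17.4 TPM in mutants. Its log2 fold change was -0.17 (standard error 0.35, adjusted P = 0.716 from limma) and became 0.25 after rescaling. The log2 fold change was -0.33 (adjusted P = 0.506) for col1a1b (ENSDARG00000035809) and -0.47 (adjusted P = 0.408) for col1a2 (ENSDARG00000020007), and after rescaling 0.10 and -0.044. TPM of sparc (ENSDARG00000019353) was 155 ± 20.3 TPM in wild types and 115 ± 49.3 TPM in mutants, a log2 fold change of -0.50 (standard error 0.30, adjusted P = 0.234), or -0.059 after rescaling. For these 4 genes the differences between genotypes were smaller than the SD between mutant libraries. In mutant replicate 2 they stood at 54.4, 54.9, 45.9 and 169.6 TPM, above at least 2 of the 3 wild-type libraries in each case.
Wild types had 0.665 ± 0.0717 TPM of col10a1a (ENSDARG00000054753) and mutants 1.02 ± 0.708 TPM, too low for the limma test (exact permutation test, p = 0.600). Of the 15 osteoblast markers in Table S2, 9 had enough TPM to be tested and 0 of these passed the thresholds, over all genes or over the set alone, with 2 lower and 0 higher at an unadjusted p under 0.05. Without mutant replicate 2, 4 were lower past the thresholds over all genes, and 6 lower and 1 higher over the set alone. Without wild-type replicate 2, 1 was lower over all genes. At least 1 TPM in 3 libraries was not reached by col10a1a, sp7, entpd5a, runx2a, runx2b and phospho1, so differences in them were not testable in this way. The smallest adjusted P among the 9 was 0.0579 for alpl (ENSDARG00000015546), with 12.2 ± 3.39 TPM in wild types and 5.03 ± 2.59 TPM in mutants. As a set, the 9 genes had a median log2 fold change of -0.14 relative to all tested genes (camera in limma, adjusted P = 0.737 over 5 sets).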

Discrepancies across methods may reflect tissue-specific expression or differences in experimental sensitivity*.* Nevertheless, these findings collectively demonstrate for the first time that multiple factors linked with mineralization anomalies in animal models and human individuals (Yadav et al., 2011; Huitema et al., 2012a; Christov and Juppner, 2013; Si et al., 2020) may be dysregulated in *sox10* mutants.

### Mineralization deficit not associated with thyroid malfunction

Several individuals with *SOX10*-associated Kallmann syndrome exhibit altered thyroid function and reduced bone mineral density (Wang et al., 2018; Chen et al., 2020; Wakabayashi et al., 2021). The mammalian thyroid gland primarily develops from pharyngeal endoderm (De Felice and Di Lauro, 2004), with supporting cells deriving from neural crest (Le Douarin and Le Lievre, 1970). Endoderm-derived thyroid follicles secrete thyroid hormones [thyroxine (T4) and triiodothyronine (T3)], which bind to osteoblast receptors, activating pathways essential for bone mineralization and growth (Bassett and Williams, 2016). Thus, we initially hypothesized that loss of *sox10* may deplete a neural crest population important for the development of the thyroid gland, thereby reducing thyroid hormone levels and bone mineralization. To test this, we incubated *sox10* mutants and sibling controls in media containing T3 doses ranging from 50 to 600 µg l^−1^ (Fig. S3). Treated controls showed a dose-dependent reduction in melanocyte coverage (Fig. S3B), indicative of hyperthyroidism (McMenamin et al., 2014). However, no mineralization rescue was observed in 4 dpf mutants at any T3 dose (Fig. S3C). Fluorescence *in situ* hybridization showed no structural abnormalities in mutant thyroid follicles (Fig. S3A,D), located along the ventral aorta (Porazzi et al., 2009). Further, no significant differences in genes associated with thyroid hormone synthesis or signaling were uncovered in our RNAseq dataset (Table S2). These findings indicate that the mineralization deficit in zebrafish *sox10* mutants is unlikely due to thyroid dysfunction.

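Genes of thyroid hormone synthesis or signaling from Table S2 were examined in the table deposited for 4 dpf, whose values are also deposited for 7 dpf. The thyroid hormone receptor genes thraa (ENSDARG00000000151), thrab (ENSDARG00000052654) and thrb (ENSDARG00000021163) had log2 fold changes of -0.58 (adjusted P = 0.0978), -0.94 (adjusted P = 0.0683) and 0.47 (adjusted P = 0.199, limma). The deiodinase genes dio1 (ENSDARG00000042112) and dio2 (ENSDARG00000094857) changed by -0.44 (adjusted P = 0.0999) and 0.28 (adjusted P = 0.248). TPM of nkx2.4a (ENSDARG00000075107) was 2.10 ± 0.460 TPM (SD, n = 3) in wild types and 2.38 ± 0.380 TPM in mutants, a log2 fold change of 0.13 (adjusted P = 0.607). After rescaling, the adjusted P of these 6 genes ranged from 0.0591 for thrb to 0.578 for dio1. Wild-type means of tg, tshr, slc5a5, duox and duox2 lay between 0.0813 and 0.636 TPM, below the level tested with limma. Of these 5 genes, slc5a5 (ENSDARG00000005392) was lower in all 3 mutant libraries, at 0.240 ± 0.0729 TPM in wild types and 0.0490 ± 0.0690 TPM in mutants (exact permutation test, p = 0.100, the smallest possible), and the other 4 had p from 0.300 to 1 in the same exact permutation test. From the lack of differences in these genes and its experiments on thyroid follicles and T3, the paper reasons that thyroid dysfunction is unlikely to underlie the mineralization deficit.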

### *sox10* mutants are calcium deficient

Another possible explanation for the mutant phenotype is a systemic mineral imbalance. For instance, phosphate levels are altered in fish mutant for the phosphate regulators *enpp1* and *entpd5*, impacting the expression of many other mineralization-regulating factors, including those assayed here (Huitema et al., 2012a; Apschner et al., 2014). We therefore measured calcium and phosphate levels in our mutants. Since measuring serum mineral content in larval fish is not possible, we used a colorimetric assay (Fig. 3B) on pooled whole-body samples between 36 and 168 h post-fertilization (hpf), following established protocols (Tseng et al., 2009; Suarez-Bregua et al., 2017; Li et al., 2021). In wild-type zebrafish, Ca^2+^ content began to increase around 3 dpf as the first bones mineralize and continued to rise with age (Fig. 3A) (Pan et al., 2005). By contrast, *sox10* mutants had lower Ca^2+^ content compared with controls starting at 3 dpf (*P*=0.03, unpaired *t*-test; Fig. 3A,B). Consistent with bone staining in mutants first appearing at ∼5 dpf (Fig. 1A), we found that mutant Ca^2+^ levels at 5 dpf were approximately equivalent to control levels at 3 dpf (∼0.01 µg per embryo), suggesting this may be the minimal Ca^2+^ threshold required to initiate mineralization. To investigate this possibility further, we raised wild-type embryos in medium completely devoid of Ca^2+^ and found that mineralization was absent everywhere except the otoliths inside the otic vesicles (Fig. S4B). These are made of calcium carbonate rather than hydroxyapatite (Lundberg et al., 2015; Rozycka et al., 2023) and also still form in *trpv6* mutants, which cannot take up external calcium (Vanoevelen et al., 2011; Xin et al., 2019). The Ca^2+^ content of these wild-type fish raised in 0 mM Ca^2+^ was approximately the same as that of mutants raised in 1 mM Ca^2+^ (Fig. S4A), supporting that this low level is below the threshold needed for bone mineralization. Meanwhile, phosphate levels were seemingly unaffected in mutants between 36 and 168 hpf (Fig. S4C), suggesting that lack of calcium is the major cause of the delayed and deficient hydroxyapatite formation (Fig. 1D).

**Fig. 3.**
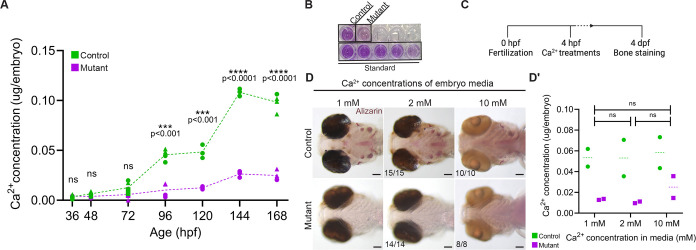
***sox10* mutants have a severe whole-body calcium deficit.** (A,B) Colorimetric calcium assay reveals significantly lower levels of Ca^2+^ in *sox10* mutants after mineralization begins at 3 dpf. Each data point represents a pool of 10-15 embryos. Different shapes represent biological replicates assayed on different days (unpaired *t*-tests; 36 hpf: *P*=0.580, d.f.=8; 48 hpf: *P*=0.083, d.f.=8; 72 hpf: *P*=0.091, d.f.=7; 96 hpf: *P*=0.0002, d.f.=6; 120 hpf: *P*=0.0008, d.f.=4; 144 hpf: *P*=0.000008, d.f.=4; 168 hpf: *P*=0.000005, d.f.=6). B shows an example of the colorimetric assay, showing a clear reduction in mutants. (C) Schematic of the Ca^2+^ treatment protocol. (D,D′) Increasing ambient Ca^2+^ levels to 2 or 10 mM does not rescue the mineralization deficit (D) or Ca^2+^ content (D′) (unpaired *t*-tests; 1 versus 2 mM: *P*=0.963, d.f.=2; 1 versus 10 mM: *P*=0.778, d.f.=2; 2 versus 10 mM: *P*=0.748, d.f.=2). Numbers in panels indicate the proportion of larvae of that genotype with the presented phenotype. In D′, ratios reflect the number of imaged larvae of that genotype with the presented phenotype, and dashed lines indicate the median. Significance determined by unpaired *t*-test. ns, not significant. Scale bars: 100 µm.

Other zebrafish mutants with poor mineralization but seemingly normal osteoblasts, e.g. *msp* (*mst1*) and *trpv6* mutants, were rescued by simply increasing the concentration of Ca^2+^ in the media (Vanoevelen et al., 2011; Huitema et al., 2012b). We tested whether this would also improve our phenotype using Ca^2+^ concentrations two- and tenfold higher than our standard embryo media (2 and 10 mM versus 1 mM, respectively, following Huitema et al., 2012a,b) (Fig. 3C,D). However, Alizarin Red staining at 4 dpf revealed no increase in mineralization in mutants reared in either high-Ca^2+^ medium (Fig. 3D). We then quantified their Ca^2+^ content at 4 dpf to assess the calcium deficit specifically, finding that mutants raised in the highest Ca^2+^ environment did show a non-significant increase in Ca^2+^ content, but they remained at a severe deficit relative to controls (Fig. 3D′). Lowering or increasing the phosphate concentration likewise had no impact on mineralization in mutants (Fig. S4D). The mineralization delay in the *sox10* mutants may thus have a different etiology than other mutant lines with similar phenotypes.

### Systemic calcium dysregulation in the *sox10* mutants

Calcium is taken up from the environment in fish larvae through Trpv6 channels present on the surface of specialized NaR ionocytes in the skin (Dymowska et al., 2012). NaR cells uniquely express *igfbp5a* (Dai et al., 2010, 2014) and represent a subset of ionocytes expressing Na^+^/K^+^ ATPase (Hwang and Chou, 2013). Immunostaining for Na^+^/K^+^ ATPase combined with the *SOX10:*Cre lineage label (driven by a human neural crest-specific enhancer) in otherwise wild-type fish confirmed that ionocytes (including the NaR subset) do not derive from neural crest (Fig. 4A), but rather are ectodermal (Janicke et al., 2007). We then questioned whether the persistently low calcium content of *sox10* mutants could be due to a deficiency of *trpv6* expression or a reduction in the number of NaR ionocytes. Although rt-PCR revealed no overt change in whole-body *trpv6* levels (Fig. 4B), possibly due to low-level expression elsewhere in the body (Lin et al., 2011), we did detect significant decreases in the numbers of *trpv6^+^* and *igfbp5a*^+^ cells at 4 dpf, with mild recovery by 7 dpf (Fig. 4C-D′). These patterns support reduced NaR number as the cause of the systemic calcium deficit and the associated lack of bone mineralization. Whether per-NaR cell *trpv6* transcription is also affected remains to be determined. Published single-cell RNAseq data confirm that differentiating NaR cells contain no *sox10* transcripts (Sur et al., 2023). The NaR deficit in *sox10* mutants therefore cannot be explained by a simple cell-autonomous requirement for Sox10.

**Fig. 4.**
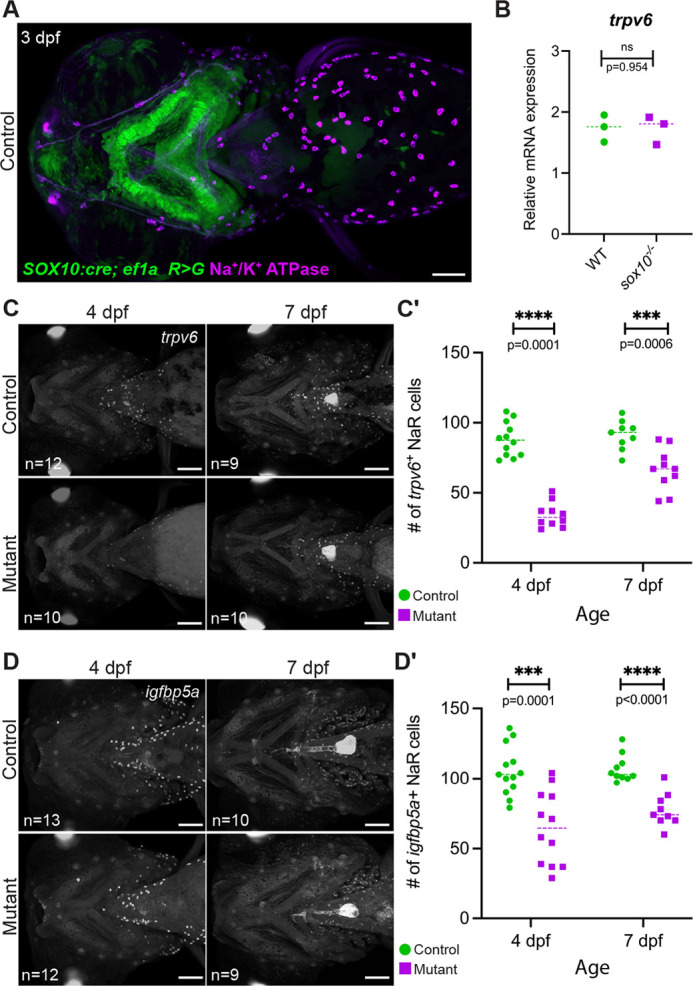
**Reduction in *trpv6*^+^ NaR cell number in the *sox10* mutants.** (A) Immunostaining of a 3 dpf *SOX10:Cre; ef1a: DsRed>GFP* larva with an antibody against the Na^+^/K^+^ ATPase pump confirms that ionocytes do not derive from neural crest. (B) rt-PCR demonstrates that *trpv6* transcription is not overtly altered at the whole-body level at 4 dpf. Each point represents a pool of 10-15 embryos (unpaired *t*-test; *P*=0.954, d.f.=4). (C-D′) Fluorescence *in situ* hybridizations for *trpv6* (C) and *igfbp5a* (D) demonstrate a striking and significant reduction in NaR cell number in mutants at 4 dpf (quantified in C′,D′), with partial recovery by 7 dpf (unpaired *t*-tests; *trpv6*: 4 dpf: *P*<0.000001, d.f.=20; 7 dpf: *P*=0.0006, d.f.=17; *igfbp5a:* 4 dpf: *P*=0.0001, d.f.=23; 7 dpf: *P*<0.0001, d.f.=17). In B,C′,D′, dashed lines indicate the median. ns, not significant; WT, wild type. Scale bars: 100 µm.

NaR cell numbers fluctuate depending on the amount of calcium in the environment, with low Ca^2+^ stimulating their proliferation and thereby increasing Ca^2+^ uptake, versus minimal proliferation and uptake under high Ca^2+^ conditions (Kwong et al., 2014; Lin and Hwang, 2016). These fluctuations were also observed in *sox10* mutants (Fig. S5A-D), indicating that they are still capable of responding to environmental conditions. However, the increase in NaR cells observed in mutants raised at low Ca^2+^ is dampened relative to controls, apparently insufficient to raise total Ca^2+^ content (Fig. S4A) or permit robust skeletal mineralization (Fig. S4B).

### Endocrine suppression of NaR ionocyte expansion in *sox10* mutants

The fact that the number of *trpv6*^+^ NaR cells remains low in *sox10* mutants despite their clear need for calcium struck us as paradoxical. We reasoned that mutants might be lacking a factor that stimulates NaR proliferation, or, conversely, have too much of a different factor that blocks their increase. 

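The hormone stanniocalcin 1 is encoded by stc1a, listed as stc1l (ENSDARG00000058476) in Table S2 and in the deposited tables. In the table deposited for 4 dpf, whose values are also deposited for 7 dpf, stc1l stood at 10.5, 5.68 and 11.9 TPM in the wild-type libraries and at 14.1, 17.7 and 15.3 TPM in the sox10 mutant libraries. The means were 9.36 ± 3.26 TPM and 15.7 ± 1.86 TPM (SD, n = 3 each), and the lowest mutant library lay above the highest wild-type library. A two-sided exact permutation test gave p = 0.1, the smallest value that 3 libraries against 3 allow. The log2 fold change was 0.74 (standard error 0.26), with a limma adjusted P of 0.0754 over all tested genes and 0.0629 over the 13 tested endocrine genes of Table S2. With each library left out in turn it ranged from 0.45 to 0.92. Rescaling moved it to 1.15 (adjusted P = 0.0556), quantile normalization to 1.10 (adjusted P = 0.0490), and the replicate block changed its adjusted P to 0.158.
Among the other endocrine genes of Table S2, 3 passed the thresholds. TPM of pth1a (ENSDARG00000093738) was 1.50 ± 0.663 TPM in wild types and 12.6 ± 5.14 TPM in mutants, a log2 fold change of 2.41 (standard error 0.30, adjusted P = 0.0368, or 0.0206 after rescaling and 0.111 with the replicate block). Its paralog pth1b (ENSDARG00000091961) went from 21.1 ± 6.76 TPM to 7.84 ± 5.62 TPM (log2 fold change -1.61, adjusted P = 0.0930), and the summed TPM of the pair did not differ (log2 fold change -0.19, exact permutation test, p = 0.8). The log2 fold change was -1.99 (adjusted P = 0.0431, 0.0588 after rescaling and 0.111 with the block) for pth2 (ENSDARG00000022951) and -1.21 (adjusted P = 0.0472, 0.0701 after rescaling and 0.120 with the block) for calcr (ENSDARG00000028845). For fgf23 (ENSDARG00000045854), means of 0.737 ± 0.262 TPM and 1.19 ± 0.365 TPM were too low for the limma test (exact permutation test, p = 0.300).

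**Figure D3:**
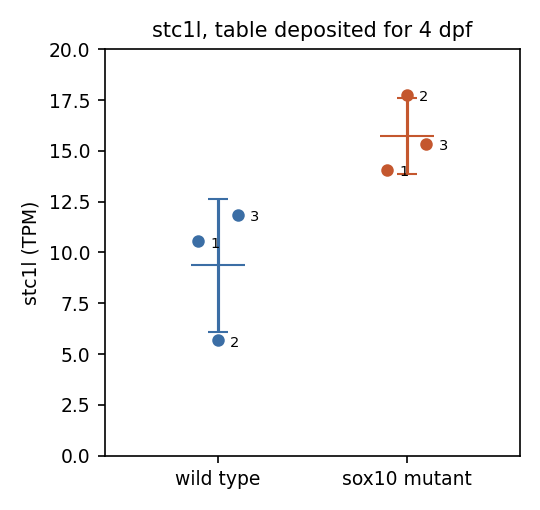
TPM of stc1l in the 6 libraries of the table deposited for 4 dpf, by genotype. Points are libraries marked with their replicate number, horizontal lines are means and bars are SD (n = 3). Wild-type libraries lie between 5.68 and 11.9 TPM and mutants between 14.1 and 17.7 TPM.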

Our whole-body RNAseq analysis at 4 dpf revealed stanniocalcin 1 (*stc1a*) as one of the few genes significantly upregulated in *sox10* mutants and the only one directly involved in calcium homeostasis (Fig. 5A; Tables S1, S2). We confirmed this by rt-PCR, demonstrating a threefold upregulation of *stc1a* in mutants (Fig. 5B). Stc1a is an anti-hypercalcemic hormone triggered by high environmental calcium through activation of the Calcium-Sensing Receptor (CaSR) (Radman et al., 2002; Tseng et al., 2009; Lin et al., 2014, 2017). Stc1a reduces calcium uptake to maintain physiologically safe levels by inhibiting proliferation of NaR cells and suppressing *trpv6* expression (Liu et al., 2020; Li et al., 2021). The dominant sources of Stc1a in fish larvae are the CS, teleost-specific glands that bud off the distal pronephros by 50 hpf and are positioned to either side of the posterior cardinal vein with their own vascular supply by 3 dpf (Fig. 6A,B) (Wendelaar Bonga et al., 1977; Cheng and Wingert, 2015; Naylor et al., 2018). *stc1a* expression is detectable prior to full CS extrusion (Naylor et al., 2018) and is thus potentially involved in maintaining calcium balance as early as 24 hpf.

**Fig. 5.**
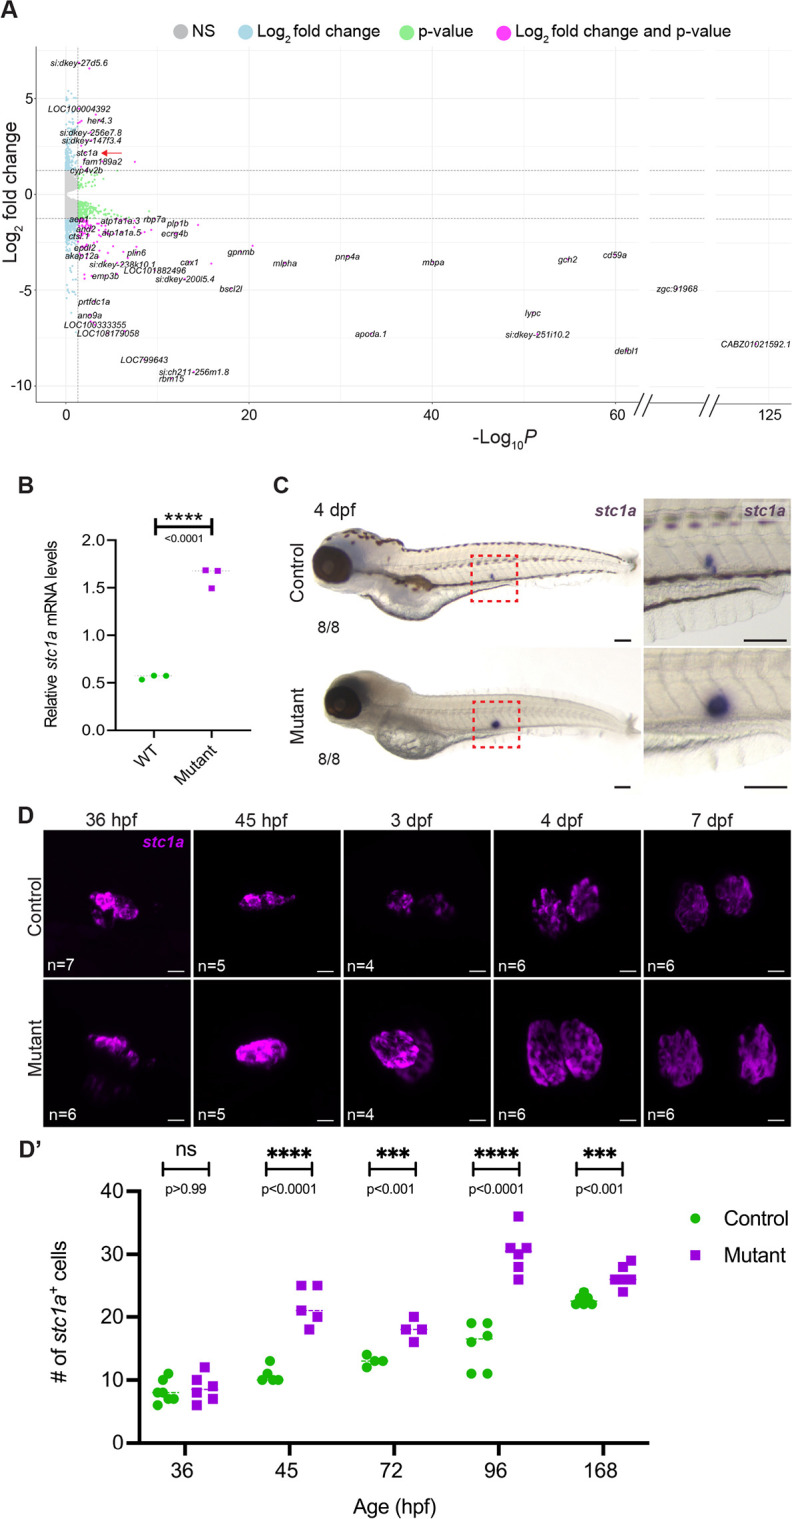
**Upregulation of anti-hypercalcemic hormone *stc1a* in *sox10* mutants.** (A) Volcano plot of whole-body bulk RNAseq shows *stc1a* as significantly upregulated in the *sox10* mutants at 4 dpf (*P*-value cutoff: 0.05; fold change cutoff: 1.25). Red arrow points to *stc1a.* (B,C) Both semi-quantitative rt-PCR (B) and *in situ* hybridization (C) detect a robust upregulation of *stc1a* mRNA in *sox10* mutants at 4 dpf (unpaired *t*-test; *P*<0.0001, d.f.=4). Red boxes in C indicate the regions shown at higher magnification on the right. Numbers in panels indicate the proportion of larvae of that genotype with the presented phenotype. Scale bars: 100 µm. (D,D′) The increase in *stc1a* transcript levels is due at least in part to an increase in the number of *stc1a^+^* cells in *sox10* mutant corpuscles, first detected at 45 hpf and resolving at 7 dpf (unpaired *t*-tests; 36 hpf: *P*=0.640, d.f.=11; 45 hpf: *P*=0.00009, d.f.=8; 72 hpf: *P*=0.002, d.f.=6; 96 hpf: *P*=0.00003, d.f.=10; 168 hpf: *P*=0.0007, d.f.=10. ns, not significant; WT, wild type. Scale bars in D: 10 µm.

**Fig. 6.**
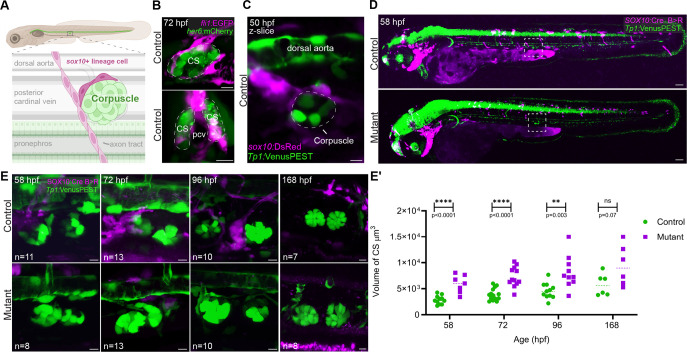
***sox10*^+^ crest-derived cells surround the CS and are missing in *sox10* mutants.** (A) Schematic of the corpuscles' position and surrounding environs. The glands are positioned ventral to the dorsal aorta, dorsal to the pronephros, and flanking the posterior cardinal vein (pcv). *sox10^+^* lineage cells branch off neighboring axon tracts (lined with sox10^+^ Schwann cells and Schwann cell precursors) to contact the corpuscles. (B) Control 72 hpf larva doubly transgenic for *fli1:*EGFP (magenta; labeling vasculature) and *her6:*mCherry (green; labeling the corpuscles). Top image is a single optical section from the lateral perspective showing endothelial cells wrapping around the CS. Bottom image is a maximum intensity projection rotated orthogonally to show the close interaction of the CS with the pcv. (C) Single optical section showing *sox10:*DsRed^+^ cells in close contact with the *Tp1*:VenusPEST^+^ corpuscles (outlined) by 50 hpf. (D,E) Whole-mount live imaging of *SOX10:Cre B>R; Tp1*:VenusPEST fish showing *sox10*^+^ lineage cells surrounding the CS at earlier stages (58 and 72 hpf), nearby at 96 and 168 hpf, and absent in the *sox10* mutants. The entire fish is shown in D to highlight the deficiency of trunk NCCs (magenta) with the box indicating the region shown in E. (E′) Volume measurements of control and mutant *Tp1:*VenusPEST^+^ CS between 58 and 168 hpf. Only the right CS, closest to the microscope lens, was measured. (unpaired *t*-tests; 58 hpf: *P*=0.0001, d.f.=16; 72 hpf: *P*=0.00001, d.f.=24; 96 hpf: *P*=0.003, d.f.=19; 168 hpf: *P*=0.068, d.f.=10). In E′, dashed lines indicate the median. ns, not significant. Scale bars: 10 µm (B,D,E); 100 µm (C).

Aberrantly elevated *stc1a* expression in *sox10* mutants might thus explain their reduced number of NaR cells and calcium uptake. *In situ* analyses showed that the robust increase first becomes apparent after completion of CS extrusion (after 36 hpf; Fig. 5D), is most obvious at 4 dpf (Fig. 5C,D), then begins to level out by 7 dpf (Fig. 5D), when both *trpv6^+^* NaR cell numbers and mineralization are partially recovering. The *stc1a* increase is due at least in part to higher numbers of *stc1a^+^* cells in the mutant CS between 45 hpf and 4 dpf (*P*<0.001, unpaired *t*-test; Fig. 5D′). Interestingly, in low-Ca^2+^ medium, *stc1a* expression was undetectable in controls but merely reduced in mutants (Fig. S5E), possibly explaining why mutants still have fewer NaR cells and less calcium uptake than their siblings under these conditions (Figs S4A, S5A).

The *stc1a*-expressing corpuscles are derived from intermediate mesoderm (Naylor et al., 2016, 2018) and never pass through a *sox10^+^* state, so their dysfunction in *sox10* mutants must also be indirect. We looked for *sox10* lineage^+^ cells in or surrounding the glands, predicting that they may be aberrant or missing in mutants. We tracked neural crest using *SOX10*:Cre (Kague et al., 2012) in combination with the *actb2:*BFP*>*DsRed Cre reporter (Kobayashi et al., 2014) and all recently *sox10*-expressing cells using *sox10*:DsRed (driven by the 4.9-kb zebrafish *sox10* promoter; Das and Crump, 2012). All traces were performed in combination with the *Tp1:*VenusPEST Notch reporter (Ninov et al., 2012) or the *her6:*mCherry reporter (Kraus et al., 2022), both of which are expressed in the CS after ∼36 hpf. We detected close physical interactions between the CS and *sox10:*DsRed*^+^* or *SOX10:*Cre-traced cells at 50 and 72 hpf (Fig. 6C), after the glands had fully formed. Direct contact was observed in 47% (8/17) and 65% (9/14) of DsRed^+^ and Cre^+^ embryos, respectively, at 50 hpf (see Movie 1), but only in ∼25% (5/19) at 72 hpf. Lineage-traced crest remained in the general vicinity of the CS up to 7 dpf but were much less likely to be captured in close contact (Fig. 6D,E), suggesting the interactions may be transient and/or dynamic. Strikingly, *sox10* mutants lacked *SOX10*:Cre lineage-labeled cells around the CS at all stages examined (Fig. 6D,E). This is consistent with the complete or near-complete loss of many neural crest cell sublineages previously reported in *sox10* mutant models (Kelsh and Eisen, 2000; Dutton et al., 2001; Carney et al., 2006). Mutant VenusPEST^+^ CS cells were less organized, and mutant gland volume was larger (*P*<0.0001 at 58 and 72 hpf; *P*=0.003 at 96 hpf; not significant at 168 hpf; unpaired *t*-tests; Fig. 6E′). These patterns suggest that *sox10^+^* crest-derived cells may act locally to restrain CS growth and *stc1a* expression to regulate embryonic calcium homeostasis.

### *stc1a* is epistatic to *sox10* and the proximate cause of the mineralization deficit

Our results thus far suggested that the absence of *sox10*^+^ cells leads to unrestrained growth and Stc1a production by the corpuscles, in turn inhibiting NaR cell proliferation and preventing sufficient calcium uptake for mineralization. To test this model, we performed an epistasis assay of *stc1a* on the *sox10* mutant background using the previously reported *stc1a^mi610^* mutant (Li et al., 2021). *sox10^ci3020^; stc1a^mi610^* double mutants present both the trademark lack of pigmentation and underdeveloped inner ears of *sox10* single mutants alongside the characteristic cardiac edema of *stc1a* mutants (Fig. 7A), supporting that these phenotypes are genetically independent. However, bone mineralization was strikingly improved in double mutants relative to *sox10* single mutants at 4 dpf (Fig. 7B). Eighty percent of the double mutants (24/30) exhibited Alizarin Red staining: 13 weakly, ten at an intermediate level, and one strongly (Fig. 7E; also see Fig. S6B for examples). It is worth noting that the presence of cardiac edema in the double mutants may have compromised bone formation in some individuals. For comparison, among 23 *sox10^−/−^; stc1a^+/+^* clutchmates, 14 had no staining, five had weak staining, three intermediate, and one strong (Fig. S6B; *P*=0.0206, χ^2^ test). In the original *sox10^ci3020^* single mutant crosses, only three out of 48 single mutants showed intermediate or weak staining; the other 45 had none (Fig. S6A), suggesting the presence of genetic modifiers. We also noted significant improvement in NaR cell number and calcium content in the double *sox10; stc1a* mutants relative to *sox10* single mutants (Fig. 7C′,D), further supporting that *stc1a* is epistatic to *sox10* in mineral regulation.

**Fig. 7.**
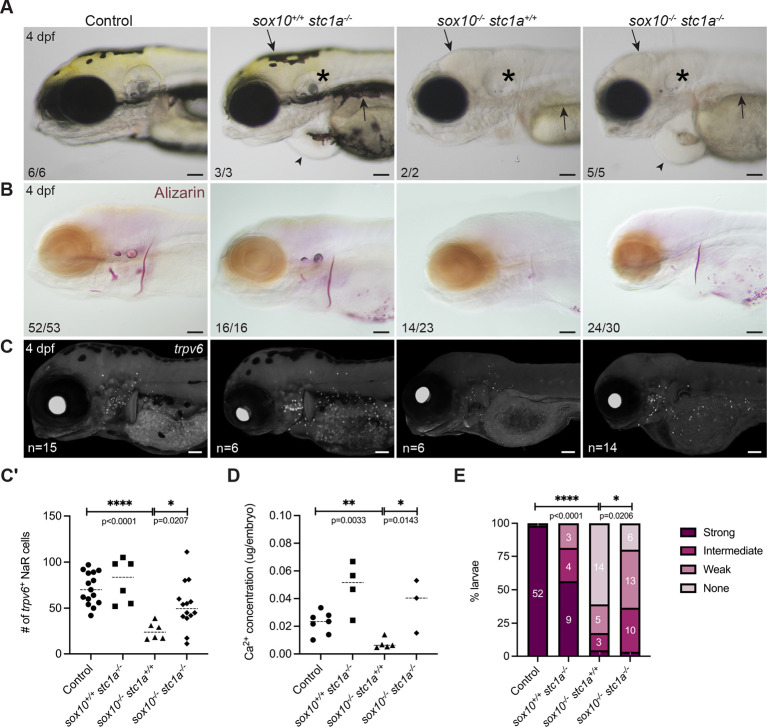
***stc1a* is epistatic to *sox10* in control of systemic calcium content.** (A) Brightfield images of *sox10* and *stc1a* controls and mutants at 4 dpf. Double mutants phenocopy the loss of pigment (arrows) and the inner ear malformations (asterisks) of single *sox10* mutants and the cardiac edema of the *stc1a* mutant (arrowheads). (B-C′) Loss of *stc1a* on the *sox10* mutant background improves mineralization (B) and the number of *trpv6^+^* ionocytes (C) at 4 dpf, quantified in C′ (unpaired *t*-test; *P*=0.0207, d.f.=18). In A,B, numbers in panels indicate the proportion of larvae of that genotype with the presented phenotype. (D) Calcium quantification shows an increase (unpaired *t*-test; *P*=0.143, d.f.=6) in calcium levels in *sox10^−/−^; stc1a^−/−^* compared to *sox10^−/−^.* (E) Quantitation of mineralization levels in *sox10; stc1a* clutches grouped based on the intensity of Alizarin Red staining. There was a significant increase in the proportion of double mutants with detectable mineralization compared with *sox10* single mutants (χ^2^; *P*=0.0206, d.f.=3). In C′-E, ‘control’ includes wild-type and heterozygous larvae. Dashed lines indicate the median. Scale bars: 100 µm.

## DISCUSSION

### Sox10 requirement in bone mineralization

This study reveals a previously undescribed, indirect role for Sox10 in skeletal mineralization. Two independent *sox10* mutant lines exhibit delayed and reduced mineralization of all bones, no matter their embryonic origin or ossification type. Mutant osteoblasts appear to differentiate normally (Fig. 2D) and gradually lay down ECM to create typically sized bone templates (Fig. 2C-E). However, their transcriptomes may be subtly altered: we detected changes in whole-body mRNA levels of genes encoding osteoblast-enriched enzymes involved in regulation of phosphate availability and homeostasis (*phospho1*, *alpl*, *enpp1*, *entpd5*) or bone accessory proteins (*spp1* (osteopontin) (Fig. S2). We posit that these shifts may reflect secondary transcriptional responses of osteoblasts to the major systemic calcium deficit or altered inorganic phosphate availability incurred by calcium depletion. Reduced levels of certain factors may exacerbate the mineralization defect, as other studies have demonstrated that partial or complete genetic loss of some of these accessory proteins and enzymes can decrease bone mineral density and/or impair mineralization (Yadav et al., 2011; Huitema et al., 2012a; Christov and Juppner, 2013; Si et al., 2020).

We noted with interest the changes in phosphate regulators, given that we did not measure any consistent differences in mutants' total phosphate content by a colorimetric assay (Fig. 4C). It is possible that the assay is insufficiently sensitive or overwhelmed by maternally deposited yolk stores (Miyares et al., 2014; Fraher et al., 2016; Quinlivan and Farber, 2017). However, how osteoblast-produced inorganic phosphate intended for hydroxyapatite formation is managed when calcium is not available is an intriguing question. Of note, in our comparison of bone stains, we observed recovery of Von Kossa staining before that of Alizarin Red, calcein, or OsteoImage (hydroxyapatite). In Von Kossa staining, silver cations from the silver nitrate staining solution interact with calcium phosphate to produce a yellowish silver phosphate, which subsequently blackens surrounding organic matter (Puchtler and Meloan, 1978; Meloan and Puchtler, 1985; Santos et al., 2023). It is possible that the early recovery of this stain reflects a reaction with inorganic phosphate that accumulates in the bone matrix due to the calcium deficit.

Rearing *sox10* mutant embryos in a high-Ca^2+^ medium did not improve their mineralization deficit, in contrast to prior results for similarly under-mineralized *trpv6* and *msp* mutants (Vanoevelen et al., 2011; Huitema et al., 2012b). A possible explanation for this discrepancy lies in their associated NaR cell phenotypes: *trpv6* mutants have excess NaR cells (Xin et al., 2019), compared with the depletion observed in *sox10* mutants (Fig. 4). Although Trpv6 is the only route of free calcium ingress in ionocytes, NaR cells express two other transporters capable of moving calcium across membranes: the Na^+^/Ca^2+^ exchanger (also known as Ncx1b, encoded by *slc8a1b*) and the plasma membrane Ca^2+^-ATPase (also known as Pmca2, encoded by *atp2b2*) (Liao et al., 2007). The Na^+^/Ca^2+^ exchanger normally removes calcium from cells but can also work in the reverse direction depending on ion gradients (Yu and Choi, 1997). Given enough excess NaR cells and very high external Ca^2+^ (as would be the case for *trpv6* mutants raised in high Ca^2+^; Vanoevelen et al., 2011), it is conceivable that Ncx1b might import sufficient Ca^2+^ to initiate mineralization. This mechanism would not be available in *sox10* mutants, which have almost no NaR cells at high Ca^2+^ (Fig. S5A).

How calcium uptake and bone mineralization begin to recover in *sox10* mutants is still an open question. One possibility is that other endocrine hormones gradually counteract elevated Stc1a activity. Parathyroid hormone and vitamin D, both reported to have hypercalcemic properties in fish as well as in mammals, act to increase Trpv6-mediated calcium uptake (Lin et al., 2012, 2022; Khundmiri et al., 2016). Zebrafish lack parathyroid glands, but express parathyroid hormones in the central nervous system and sensory neuromasts (Hogan et al., 2005). Similarly, fish synthesize vitamin D as early as 3 dpf in response to decreased environmental calcium (Lin et al., 2022). Other physiological changes are occurring at the same time as mineralization recovery begins, including maturation of the digestive tract and auxiliary endodermal organs (Guerrera et al., 2015) and yolk depletion (Quinlivan and Farber, 2017). Although *sox10* mutants lack an enteric nervous system (Kelsh and Eisen, 2000) and are not fed in our experiments, it is possible that passage of embryo medium through the digestive tract allows calcium uptake through intestinal enterocytes, contributing to the mutants' partial recovery. We have also observed ectopic calcium/hydroxyapatite deposits in the yolk area of mutants at 3 and 4 dpf that begin to resolve coincident with the onset of bone mineralization (Fig. 1C,D). The calcium in those deposits could conceivably be remobilized and made available for forming bones as the yolk is depleted. Two other zebrafish mutants that lack mineralization during larval stages (*msp* (Huitema et al., 2012b) and *her9* (Stenzel et al., 2022)] also naturally recover to some extent, supporting robustness or complementarity in mechanisms driving calcium uptake for skeletal mineralization.

### Sox10 drives bone mineralization indirectly through interactions with endocrine glands involved in calcium homeostasis

The most striking finding from the whole-body transcriptional analysis was the tripled *stc1a* mRNA levels in *sox10* mutants (Fig. 5A,B). High Stc1a blocks proliferation of *trpv6^+^* ionocytes (Li et al., 2021), reducing calcium uptake. That elevated *stc1a* is the major driver of the calcium deficit in *sox10* mutants was confirmed by our epistasis studies (Fig. 7). However, whether the increase in *stc1a* mRNA is attributable solely to higher cell number in the mutant corpuscles (Fig. 5D,D′) or also to a per-cell increase in transcription is not yet clear. The cells themselves may also be larger (compare CS cell size at 168 hpf in Fig. 6E). Previous studies have shown that high external calcium upregulates *stc1a* transcription at least in part via CaSR, which is also expressed in the CS (Lin et al., 2017). Aberrant activity of CaSR in the absence of *sox10*^+^ lineage cells could therefore potentially boost *stc1a* transcription. In support of the idea that the *stc1a* increase is more complex than just increased CS cell number, another mineral-regulating hormone enriched in the CS, *fgf23* (Elizondo et al., 2010; Mangos et al., 2012), is downregulated in *sox10* mutants (Fig. S2B) despite the increased size of the corpuscles. Fgf23 has anti-hypercalcemic effects similar to Stc1a, reducing Ca^2+^ uptake in conditions of high systemic calcium, in addition to regulating phosphate homeostasis (Lin et al., 2017; Rodrat et al., 2023; Martinez-Heredia et al., 2024); its low expression in *sox10* mutants is consistent with their calcium deficit (Lin et al., 2017). Published single-cell RNAseq data (Sur et al., 2023) show that corpuscle cells also express receptors for other endocrine factors involved in mineralization between 2 and 4 dpf, including receptors for calcitonin (*calcr*), cortisol (*nr3c1*), vitamin D (*vdrb*), Fgf23 (*fgfr1b*), and Msp (*mst1rb*). It remains to be seen how these pathways are affected in the absence of *sox10*^+^ cells and whether they are involved in *stc1a* upregulation.

Formation of the CS from the pronephros depends on key signaling pathways such as FGF, Wnt, and Notch. However, the regulatory mechanisms that govern gland size after their initial budding remain unclear. Single-cell RNAseq data (Sur et al., 2023) and supporting studies (Drummond et al., 2017; Naylor et al., 2018; Klingbeil et al., 2022) indicate that the CS continue to express components of these signaling pathways at 55-120 hpf, after budding is completed*.* Moreover, live-imaging experiments (Fig. 6) confirm active Notch signaling in fully formed corpuscles, as evidenced by the reporters *Tp1:VenusPEST* and *her6:mCherry*. It is plausible that *sox10^+^* cells communicate with the CS through one or more of these pathways, with disrupted signaling affecting CS cell proliferation and stanniocalcin production in mutants.

The question of why the corpuscles, derived from a *sox10*-negative mesodermal lineage, are profoundly affected by loss of *sox10* is not fully resolved. We did not observe an increase in *stc1a*^+^ cell number before 2 dpf, i.e. only after the glands had fully extruded from the pronephros, ruling out expanded CS specification as the explanation for the larger glands (as previously found in other mutant lines; Cheng and Wingert, 2015; Drummond et al., 2017). Our experiments instead revealed that a *sox10*^+^ sublineage interacts with these glands post-extrusion, and that these neural crest-derived cells are missing in *sox10* mutants (Fig. 6C-E), like many other crest derivatives (Herbarth et al., 1998; Southard-Smith et al., 1998; Kelsh and Eisen, 2000; Dutton et al., 2001). A tantalizing possibility is that they may be precursors of the sympathetic neurons that will innervate the CS in adults (Krishnamurthy and Bern, 1971; Wendelaar Bonga et al., 1977). Sympathetic neurons derive from *sox10*^+^ neural crest, specifically from so-called Schwann cell precursors (SCPs) (Kamenev et al., 2021). Differentiating Schwann cells and SCPs may be the predominant *sox10*^+^ cell types lining the trunk sensory and motor axon tracts that pass by the corpuscles (Kuhlbrodt et al., 1998; Kamenev et al., 2021), from which we see cells emerging to contact the glands directly (Fig. 6C). Schwann cells and SCPs are largely absent in *sox10* mutant fish and mice (Kelsh and Eisen, 2000; Britsch et al., 2001). Interestingly, hallmark signs of sympathetic neuronal differentiation in the trunk are not evident in wild-type zebrafish until around 7 dpf (An et al., 2002), well after this CS phenotype arises. The regulatory interaction between the *sox10*^+^ lineage cells and the CS is thus expected to be non-neuronal in nature at these early stages. Although mutant lethality makes it challenging to study the onset of sympathetic control, we expect that the requirement for *sox10*^+^ lineage cells in managing stanniocalcin production and/or secretion, and thus calcium homeostasis, persists throughout the lifespan.

Humans and other mammals produce stanniocalcin hormones, but lack a gland homologous to the CS (Yeung et al., 2012). If the mineralization deficits in fish *sox10* mutants result solely from dysregulated corpuscle development, mammals with *Sox10* loss may not exhibit similar mineralization issues. However, our studies prompt the broader notion that crest-derived cells destined to become part of the sympathetic nervous system may interact with and begin regulating their target organs' growth and activity earlier in embryonic development than previously appreciated. This could potentially drive physiological and endocrinological symptoms in individuals with congenital neurocristopathies caused by deficient crest production or survival (Vega-Lopez et al., 2018).

## MATERIALS AND METHODS

### Zebrafish husbandry and lines

Zebrafish (*Danio rerio*) embryos were grown at 28.5°C in standard embryo medium (EM) (Westerfield, 2007) unless otherwise noted: 15 mM NaCl, 0.5 mM KCl, 1 mM CaCl_2_·2H_2_O, 0.15 mM KH_2_PO_4_, 0.06 mM NaH_2_PO_4_ and 1 mM MgSO_4_·7H_2_O. Published mutant and transgenic lines used here include *sox10^ci3020^* (Okeke et al., 2022), *sox10^m618^* (Malicki et al., 1996), *stc1l^mi610^* (Li et al., 2021), *Tg(Hsa.RUNX2:mCherry)^zf3244^* (alias *RUNX2:mCherry*) (Barske et al., 2020), *Tg(sp7*:*EGFP)^b1212^* (DeLaurier et al., 2010), *Tg(Ola.Bglap:EGFP)^hu4008^* (alias *osc:EGFP*) (Vanoevelen et al., 2011), *Tg(Mmu.Sox10-Mmu-Fos:Cre)^zf384^* (alias *SOX10*:*Cre*) (Kague et al., 2012), *Tg(EPV.TP1-Mmu.Hbb:Venus-Mmu.Odc1)^s940^* (alias *Tp1:VenusPEST*) (Ninov et al., 2012), *Tg(fli1:EGFP)^y1^* (Lawson and Weinstein, 2002), *Tg(Xla.Eef1a1:loxP-DsRed2-loxP-EGFP)^zf284^* (alias *ef1a:DsRed>EGFP*) (Kague et al., 2012), *Tg(actb2:LOXP-BFP-LOXP-DsRed)^sd27^* (alias *actb2:*BFP*>*DsRed) (Kobayashi et al., 2014) and *Tg(her6:mCherry)^sd64^* (Kraus et al., 2022). Lines were maintained as hetero- or hemizygotes.

### Bone staining

For all fixed bone stains, zebrafish larvae were fully anesthetized with MS-222 (also known as Tricaine, Syndel) at the desired stage and then fixed in 2% paraformaldehyde (250 µl EM, 250 µl 4% paraformaldehyde, and 500 µl PBS with 0.1% Tween) overnight at 4°C or for 1 h at room temperature. For Alizarin Red staining alone, following fixation larvae were rinsed twice in 25% glycerol in 0.5% KOH for 10 min each and stained with 0.01% Alizarin in 25% glycerol/100 mM Tris pH 7.5 for 4 h at room temperature. They were then bleached for 10 min in 3% H_2_O_2_ in 0.5% KOH under a light source. Specimens were stored and imaged in 50% glycerol in 0.5% KOH or 100% glycerol immediately to prevent fading (adapted from Jiang et al., 2020). Combined Alcian Blue and Alizarin Red staining was performed as described previously (Walker and Kimmel, 2007). For Von Kossa staining, fixed embryos were rinsed with deionized water and stained with 2.5% silver nitrate solution (Abcam, ab150687) under a light source for 20 min. The reaction was stopped with 5% sodium thiosulfate to prevent overstaining, and larvae were imaged immediately (Paese et al., 2022; Khrystoforova et al., 2022). For the OsteoImage™ Mineralization Assay (Lonza Bioscience, PA-1503), we followed the manufacturer's protocol after fixation. Briefly, fixed larvae were rinsed with diluted wash buffer then stained in diluted staining reagent for 30 min at room temperature in the dark. Before imaging, they were rinsed three times with wash buffer for 5 min each. For live staining, larvae were incubated in Alizarin Red (0.03 mg/ml in 30 ml EM) for 2 h at 28.5°C or in Calcein Green (0.1 mg/ml in 30 ml EM) at 28.5°C overnight (Teng et al., 2018). For each round of each bone-staining experiment, a minimum of six individuals were stained and imaged per genotype/stage/group.

### Calcium and phosphate supplementation and depletion treatments

For calcium treatments, the amount of CaCl_2_·2H_2_O was increased two- or tenfold for 2 mM and 10 mM treatments, respectively, completely removed (0 mM), or decreased to 0.02 mM (Huitema et al., 2012b). For the high phosphate treatment (adapted from Huitema et al., 2012a), the concentrations of KH_2_PO_4_ and NaH_2_PO_4_ were raised to 0.5 mM and 9.5 mM, respectively, to increase the total PO_4_^3−^ to 10 mM, thereby maintaining the proportional K^+^/Na^+^ ratio as in the control EM. The ‘No PO_4_^3−^’ treatment included neither KH_2_PO_4_ nor NaH_2_PO_4_ in the media. Embryos were placed into the different treatment media at 4 hpf and kept there until 4 dpf. A stock of each treatment media was prepared on the first day, and the medium in each dish was replaced daily. A minimum of six control and six mutant larvae were used per treatment group, and all treatments were repeated at least twice.

### Thyroid hormone treatment

T3 (T2877, Sigma-Aldrich) was added to embryo media at approximately 32 hpf, coinciding with the onset of thyroid gland activity. T3 was administered at concentrations of 50, 100, 300, and 600 µgl^−1^ in 30 ml of embryo media, following established protocols (Zada et al., 2016; Walter et al., 2019). The media was refreshed daily until 4 dpf, after which skeletal staining was performed to assess mineralization. Each treatment was conducted in four independent experiments, with at least six *sox10* mutants and six wild-type sibling controls included per group. This ensured sufficient replicates to evaluate the effects of T3 on skeletal development.

### Whole-mount *in situ* hybridization and immunostaining

cDNAs for *stc1a*, *trpv6*, *igfbp5a*, *col10a1a*, *phospho1*, *sparc*, *spp1*, *runx2a*, and *runx2b* (Paul et al., 2016) were amplified with Herculase II Fusion DNA Polymerase (Agilent) (see Table S3 for primer sequences) and inserted into the pCR-Blunt II-TOPO vector (Thermo Fisher Scientific). After sequence confirmation and linearization by restriction digest, antisense probes were synthesized from each plasmid using Sp6 or T7 polymerase and digoxigenin-tagged nucleotides (Roche). Colorimetric and fluorescence *in situ* hybridizations were performed as described previously (Barske et al., 2018). Colorimetric *in situ* signals were developed with either NBT-BCIP or BM Purple (Sigma-Aldrich), whereas fluorescence *in situ* signals were developed with TSA Cyanine 3 (Akoya Biosciences). Immunostaining was performed as described (Okeke et al., 2022). Primary antibodies used were anti-Na^+^/K^+^ ATPase (1:400; Developmental Studies Hybridoma Bank, a5, RRID:AB_2166869) and anti-Sox10 (1:500; Genetex, GTX128374, RRID:AB_2885766), used with Alexa Fluor 647- and 568- conjugated goat anti-mouse and goat anti-rabbit secondary antibodies (1:250; Thermo Fisher Scientific; A32728, RRID:AB_2633277; A11011, RRID:AB_143157). In both procedures, permeabilization steps were skipped for markers limited to surface expression (*trpv6* and *igfbp5a in situ*, and a5 immunostaining). A minimum of six control and six mutant larvae were stained and imaged for each marker, and the experiments were repeated at least twice.

### Bromodeoxyuridine staining

Control and mutant larvae were incubated in 15 mM 5-bromo-2′-deoxyuridine (Sigma-Aldrich, B5002) for 30 min at 28.5°C in the dark. Following incubation, they were rinsed with embryo media, fixed for 2 h at room temperature, and stored in 100% methanol at −80°C until further processing. The larvae were rehydrated by sequentially walking them out of methanol, permeabilized using proteinase K, post-fixed, and rinsed thoroughly. They were then treated with 2 N HCl for 1 h at room temperature to denature their DNA. Sequential immunostaining was performed, incubating first with the primary a5 antibody (1:400 as above), followed by the 647-conjugated goat-anti-mouse secondary antibody, then with a primary anti-BrdU antibody [1:200; BU1/75 (ICR1), Abcam, ab6326, RRID:AB_305426], and a 488-conjugated goat anti-rat secondary antibody (1:250; Thermo Fisher Scientific, A11006, RRID: AB_2534074).

### rt-PCR

rt-PCRs were performed to estimate transcript levels of mineralization-associated genes in *sox10^ci3020^* mutants. Each sample consisted of 10-15 mutant and 10-15 stage-matched wild-type controls that were pooled at 4 dpf and frozen at −80°C. RNA was extracted using the RNAqueous-4PCR Total RNA Isolation Kit (Invitrogen), and equivalent amounts (500 ng) were used to synthesize cDNA with the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems). rt-PCR was run with a minimum of three biological replicates per genotype, and *eef1g* expression was used for normalization (following Okeke et al., 2022). Band intensity was quantified with Image Lab (Bio-Rad) and analyzed with Prism 10 (GraphPad). Primers, product sizes, and cycling conditions for each gene are listed in Table S4.

### Quantification of mineral content

Whole-body Ca^2+^ and PO_4_^3−^ contents were quantified using colorimetric assay kits (Abcam, ab102505 and ab65622). For Ca^2+^ measurements, 10-15 larvae were pooled at the desired stage in an Eppendorf tube without any liquid, dehydrated at 60°C for 1 h, then digested for at least 4 h in 125 µl of freshly prepared 1 M HCl in an Eppendorf Thermomixer set at 95°C and 750 rpm. The samples were then centrifuged at 4°C for 45 min at 15,000 rpm (21,130 ***g***). Supernatants were distributed on a clear 96-well polystyrene flat-bottomed plate alongside the standard curve reagents prepared according to the protocol provided with the kits. Absorbances were measured on a SpectraMax M5 plate reader. The same procedure was followed for PO_4_^3−^ quantification, with the modification that the supernatants were diluted in deionized water to avoid precipitation.

### Imaging and image analysis

Skeletal stains, brightfield images and colorimetric *in situ* hybridizations were imaged on Zeiss SteREO Discovery.V8 (1.5× objective and 8× magnification) or Zeiss Axioimager.Z1 (10× objective) microscopes, whereas fluorescence *in situ* hybridizations, fluorescent bone stains, live transgenic fish, and immunostained specimens were imaged on a Nikon C2 confocal microscope. High-magnification confocal images were captured with a 40× objective and 2.5× scanning zoom, while the lower magnification whole-body and ventral head pictures were taken with a 10× or 20× objective. Images of red fluorophores and fluorescent proteins were pseudocolored magenta for easier interpretation by people with color blindness. Timelapse imaging of the *SOX10:Cre*; *actb2:*BFP*>*DsRed larva was performed from 48-96 hpf on the Nikon C2 confocal, with an interval of 25 min and at 20× magnification. *trpv6^+^/igfbp5a^+^* ionocytes and *stc1a^+^* cells were quantified using the ‘spots’ option in Imaris 10.1.1. We did not distinguish between gill and skin NaR cells when counting but note that the ventral images (Fig. 4) include predominantly gill ionocytes, while the lateral images (Fig. 7) include both. Lateral images were necessary for the epistasis analysis because the cardiac edema of the double mutants and *stc1a* single mutants prevented the capture of quality ventral images. In the ventral images, we counted cells between the eyes and the cleithrum; in the lateral images, we counted all ionocytes visible on the left side of the larvae, including those in the skin, gills, and over the yolk. CS volumes were measured with the ‘surface labeling’ option in Imaris 10.1.1. A minimum of six replicates were counted for each genotype/stage combination.

### Bulk RNAseq

Ten to 15 mutants and 10-15 stage-matched wild-type sibling control cousins were pooled at 4 dpf and frozen at −80°C. RNA was extracted using the RNAqueous-4PCR Total RNA Isolation Kit (Invitrogen). A minimum of 10 ng µl^−1^ RNA was sent to the Cincinnati Children's Hospital Genomics Sequencing Facility for bulk RNAseq (paired end, 150 bases, 50 million reads per sample; Illumina NovaSeq™ 6000). Raw fastq files were trimmed and subjected to Kallisto for counts (transcripts per million) using the Galaxy platform (Bolger et al., 2014; Bray et al., 2016). Pseudo-aligned reads were then subjected to DESeq2 followed using R Studio (Love et al., 2014). The volcano plot was generated with EnhancedVolcano (Blighe et al., 2018).

### Data analysis

Data analysis was performed with GraphPad Prism (version 10.2.3). *P*-values were calculated with χ^2^ tests or unpaired, two-tailed *t*-tests as noted in the figure legends.

## Supplementary Material

10.1242/develop.204357_sup1 Supplementary information

Table S1. DESeq2 output of sox10 control versus mutant RNAseq analysis

# Supplementary material for: Sox10 is required for systemic initiation of bone mineralization
**Source:** Development. 2025 Jan 20;152(2):dev204357. doi: 10.1242/dev.204357
**Supplement:** Supplementary information

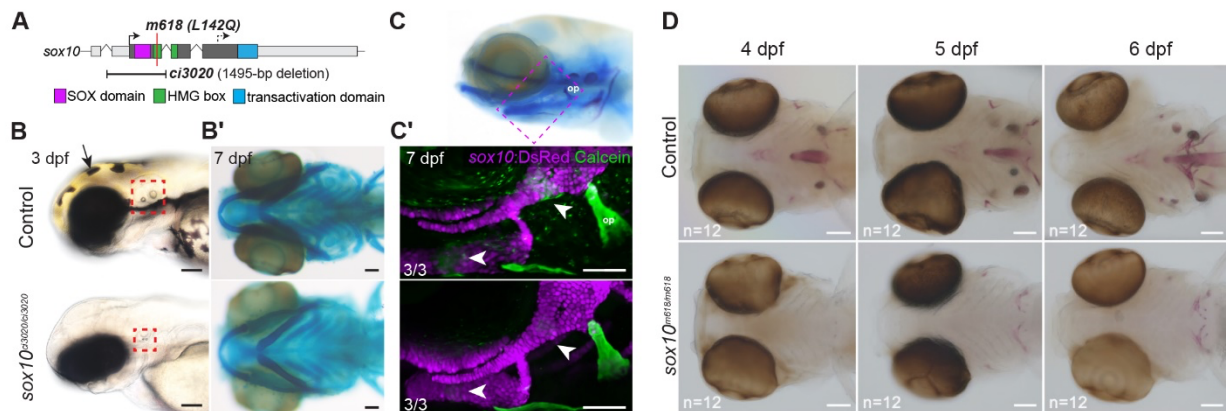

**Fig. S1. Validation of *sox10* null allele.** (A) Schematic representation of the *ci3020* and *m618* mutations in the *sox10* gene body. Dotted arrow indicates the next in-frame methionine downstream of the *ci3020* deletion. (B-B') *sox10*<sup>*ci3020/ci3020*</sup> mutants lack melanocytes (arrow) and yellow xanthophores and have inner ear and otolith malformations (dashed red box) (B) but form a normal cartilaginous craniofacial skeleton (Alcian blue staining) (B'). Scale bars: 100 μm. (C-C') Lateral view of control embryo stained with Alcian blue and Alizarin red, showing the position of image in C'. *sox10*<sup>*ci3020/ci3020*</sup> mutants still show deficient endochondral mineralization at 7 dpf, while intramembranous bones (e.g. op) have begun to catch up. Arrowheads indicate sites of bone collars on the hyomandibular and ceratohyal cartilages. *sox10*:DsRed (magenta) marks chondrocytes, and Calcein green labels mineralized bone. Scale bar: 100 μm. (D) The missense *sox10*<sup>*m618/m618*</sup> mutant also shows deficient mineralization at 4-6 dpf by Alizarin red staining. Scale bars: 100 μm.

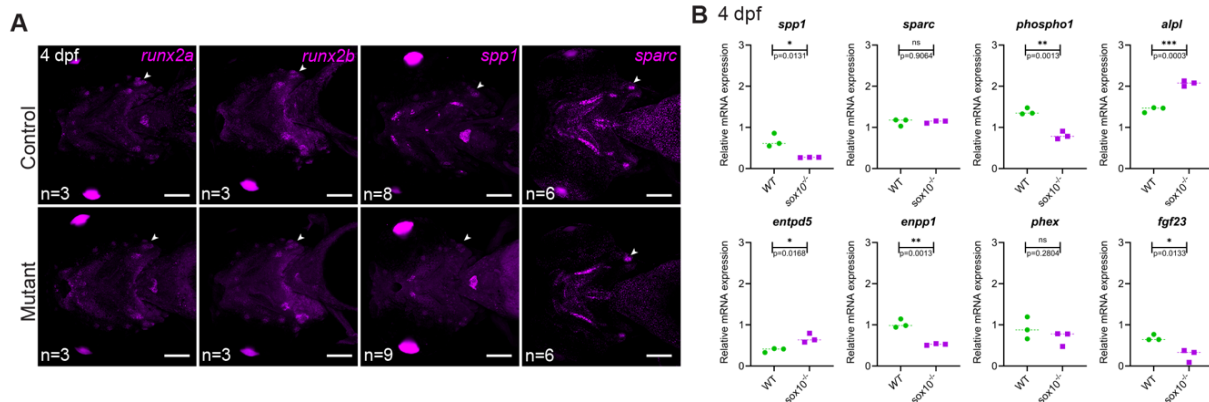

**Fig. S2. Altered expression of genes encoding mineralization enzymes and matrix proteins in *sox10* mutants.** **(A)** Fluorescent in situ hybridizations show no changes in *runx2a* or *runx2b* but reduced *spp1* and *sparc* expression. These phenotypes were consistent across all samples imaged. Arrowheads pointing at op. Scale bars: 100  $\mu$ m. **(B)** Semi-quantitative rt-PCRs were performed on cDNAs made from three pools of 10-15 wild-type (WT) or mutant embryos collected at 4 dpf. The analysis revealed significant increases in *alpl* and *entpd5* (unpaired t-tests:  $p=0.0003$ , and  $p=0.017$ , respectively,  $df=4$  for both), decreases in *spp1*, *phospho1*, *enpp1*, and *tgf23* (unpaired t-tests:  $p=0.013$ ,  $0.001$ ,  $0.001$ , and  $0.013$ , respectively,  $df=4$  for all), and no changes in *sparc* or *phex* (unpaired t-tests:  $p=0.906$  and  $p=0.284$ , respectively,  $df=4$  for both).

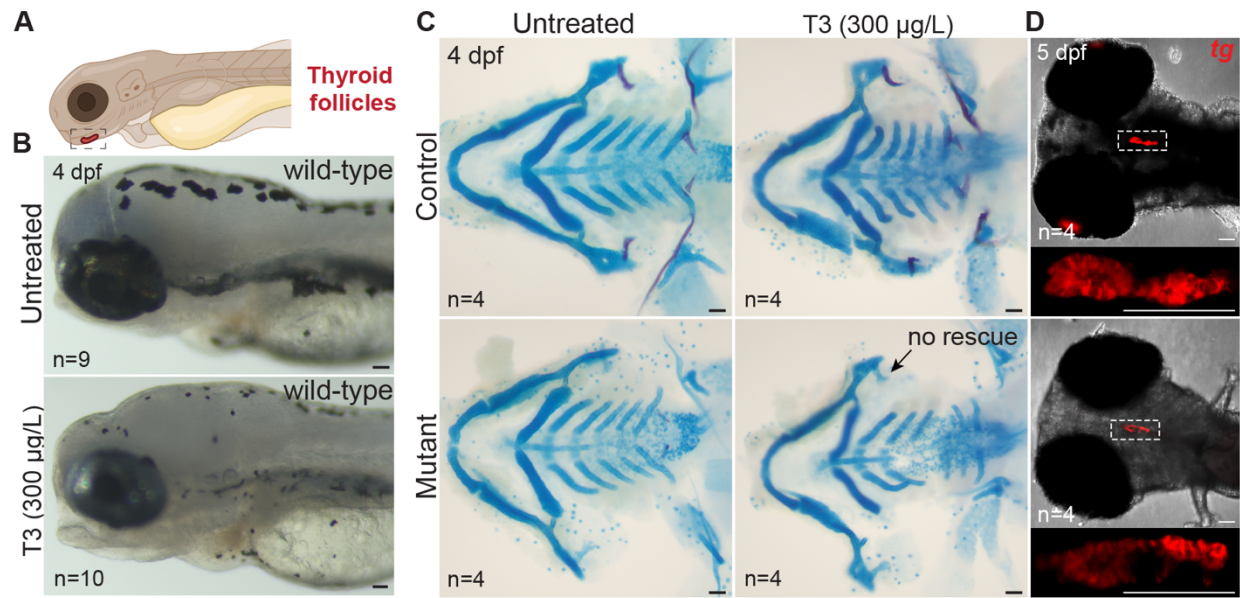

**Fig. S3. Normal thyroid gland development and function in *sox10* mutants.** (A) Schematic showing location of thyroid follicles in zebrafish larvae. (B) Treatment with 300 µg/L<sup>-1</sup> T3 caused reduction in melanocyte coverage in controls at 4 dpf. (C) Alcian blue and Alizarin red staining on 4 dpf larvae revealed no rescue of mineralization in *sox10* mutants treated with T3 (arrow points to op bone). (D) Fluorescent in situ hybridization demonstrating normal morphology of *tg*<sup>+</sup> thyroid follicles in 5 dpf mutants. Scale bars: 50 µm.

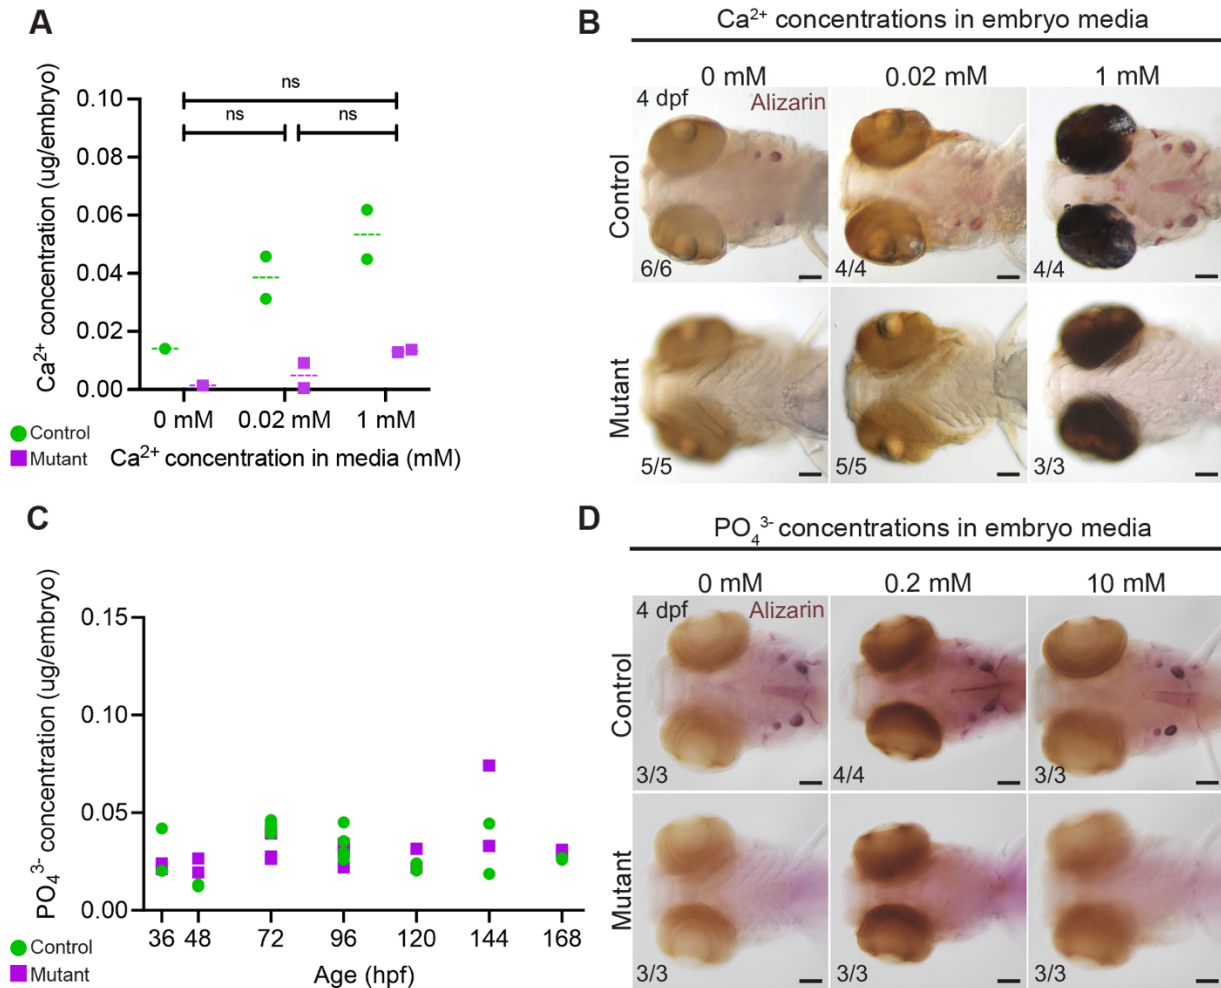

**Fig. S4. Neither low calcium nor high or low phosphate improve bone mineralization in *sox10* mutants.** (A-B) Calcium levels (A) and Alizarin staining (B) of mutants and controls raised to 4 dpf in different low Ca<sup>2+</sup> media. Reduction or complete removal of calcium from the embryo media impaired mineralization in control larvae and did not rescue the mutant phenotype (unpaired t-tests: 0.02 vs. 0 mM:  $p=0.519$ ,  $df=2$ ; 1 vs. 0 mM:  $p=0.347$ ,  $df=2$ ; 1 vs. 0.02 mM:  $p=0.700$ ,  $df=2$ ). Otoliths, made from calcium carbonate rather than hydroxyapatite, still form in controls in the absence of external calcium. (C) Phosphate levels do not overtly differ between controls and *sox10* mutants throughout larval development (1.5-7 dpf) (unpaired t-tests: 36 hpf:  $p=0.516$ ,  $df=2$ ; 48 hpf:  $p=0.104$ ,  $df=2$ ; 72 hpf:  $p=0.046$ ,  $df=8$ ; 96 hpf:  $p=0.550$ ,  $df=8$ ; 120 hpf:  $p=0.474$ ,  $df=2$ ; 144 hpf:  $p=0.462$ ,  $df=2$ ; 168 hpf:  $p=0.005$ ,  $df=4$ ). (D) Increasing (10 mM) or removing (0 mM) phosphate from the embryo media does not improve mineralization in *sox10* mutants. Scale bars: 100  $\mu$ m.

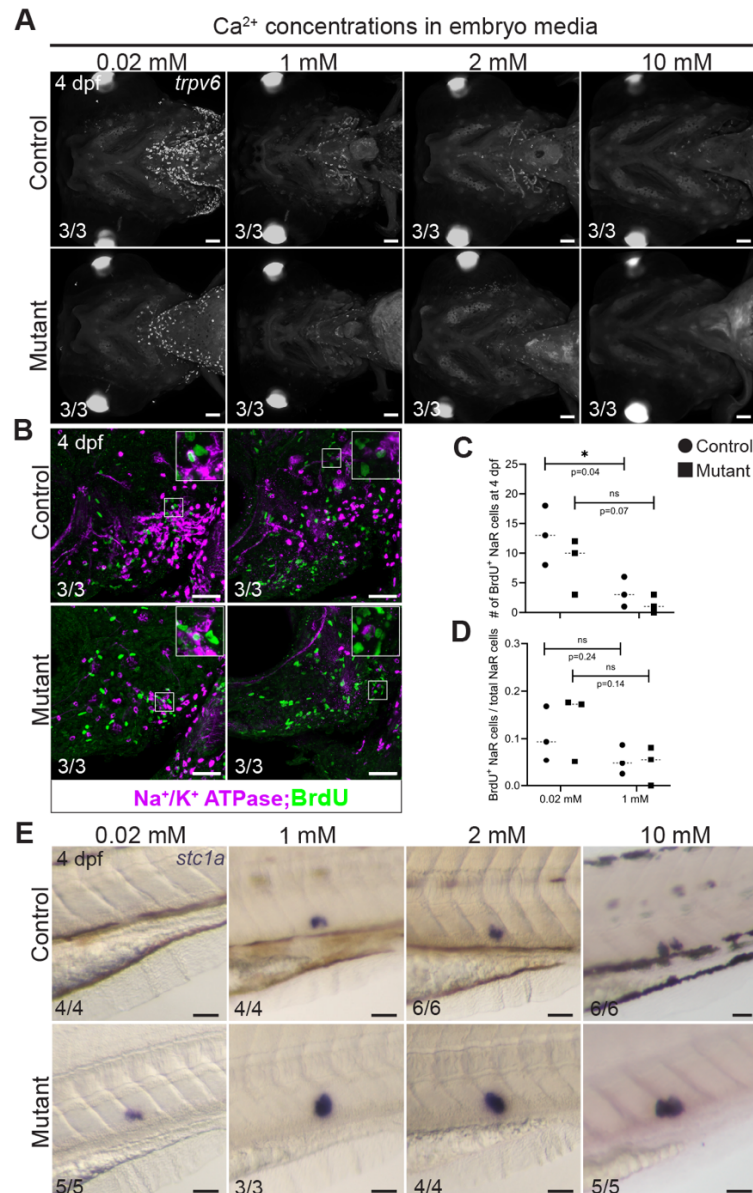

**Fig. S5. *sox10* mutants still sense and respond to ambient calcium levels.** (A) Fluorescent in situ hybridization confirms clear increases and decreases in the number of *trpv6*<sup>+</sup> cells in both control and mutant larvae raised to 4 dpf in high (2 or 10 mM) or low (0.02 mM) environmental calcium, respectively, compared to standard embryo media (1 mM). (B) BrdU stain demonstrates increased NaR cells proliferation in both controls and mutants when raised in low  $\text{Ca}^{2+}$  medium. (C-D) Quantification of BrdU<sup>+</sup> NaR cells (C) and ratios of the BrdU<sup>+</sup> NaR cells to the total NaR cells (D) in C. (E) *stc1a* mRNA levels are reduced in both control and mutant larvae raised to 4 dpf in low environmental  $\text{Ca}^{2+}$  compared to those kept in standard medium, though transcription is not shut off completely in mutants. Levels appear marginally increased in controls raised in high  $\text{Ca}^{2+}$  but are not overtly changed in mutants. Scale bars: 50  $\mu\text{m}$ .

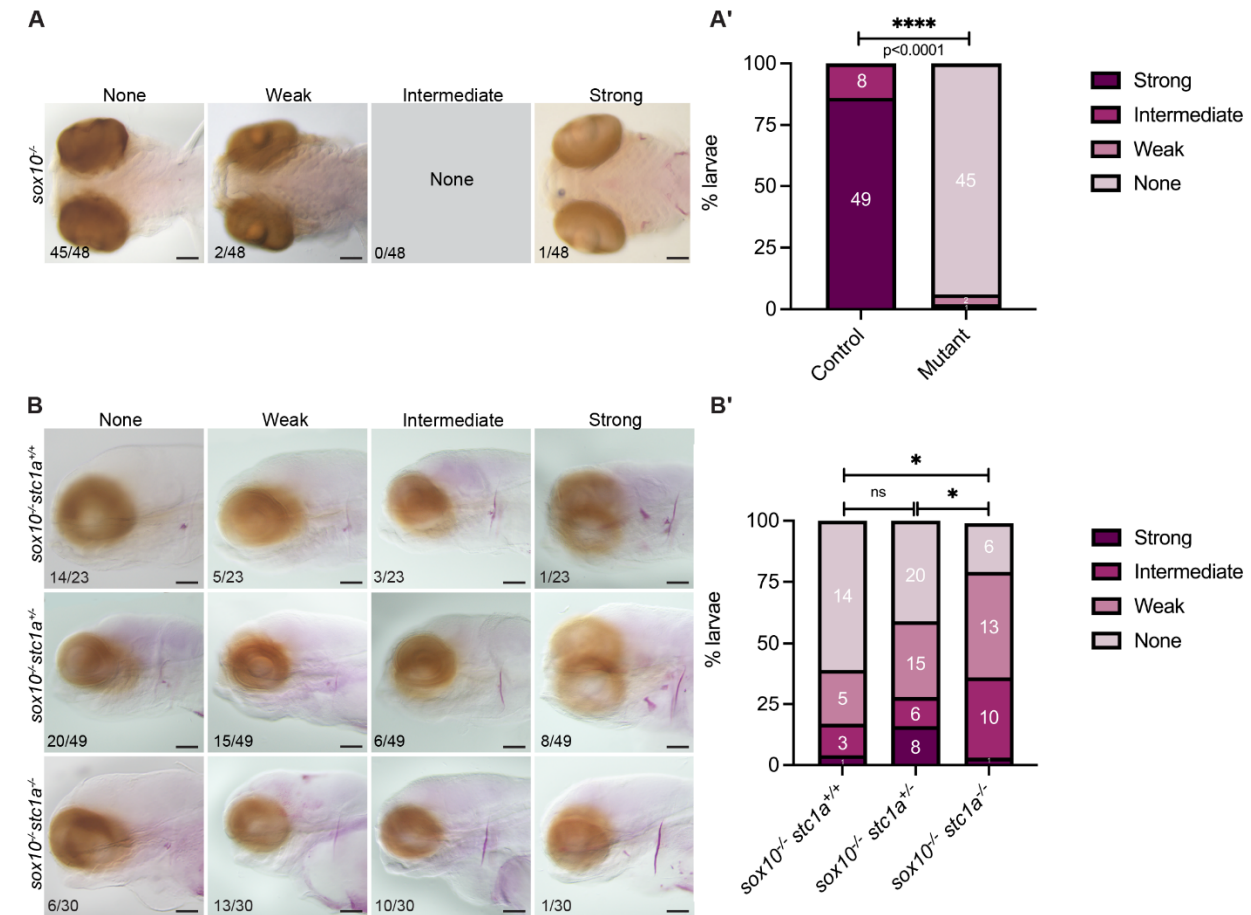

**Fig. S6. Spectrum of mineralization intensities in *sox10* mutants at 4 dpf. (A-A')** By Alizarin red staining, 92% (45 of 48) of *sox10* mutants imaged at 4 dpf showed a complete lack of mineralization. The remaining 8% had either faint (classified as 'weak'; 2 of 40) or strong (1 of 40) Alizarin staining. All controls were classified as intermediate or strong. There is significantly less mineralization in the mutants compared to controls (Chi-square;  $p<0.0001$ ,  $df=3$ ). **(B-B')** Partial genetic reduction of *stc1a* improved mineralization in *sox10* mutants, but a more significant improvement (Chi-square;  $p=0.0206$ ,  $df=3$ ) was observed upon complete loss of *stc1a*, as 83% of the double mutant larvae (24 out of 30) had some mineralization. The incidence of faint Alizarin staining in *sox10*<sup>-/-</sup>; *stc1a*<sup>+/+</sup> larvae produced by incrossing double heterozygotes was higher than in the single *sox10* mutants quantified in A, possibly due to genetic background effects. Classes: 'strong': well-stained opercle, cleithrum and teeth; 'intermediate': well-stained cleithrum, no opercle or teeth; 'weak': faint cleithrum, no opercle or teeth; 'none': no Alizarin red staining. Scale bars: 100  $\mu$ m.

**Table S1. DESeq2 output of *sox10* control versus mutant RNAseq analysis**

Available for download at  
<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.204357#supplementary-data>

**Table S2. Select DESeq2 results for osteoblast and mineralization markers and endocrine components involved in calcium regulation.**

|                      | Symbol          | Gene name                                             | p-adjusted | log <sub>2</sub> FoldChange |
|----------------------|-----------------|-------------------------------------------------------|------------|-----------------------------|
| Endocrine components | <i>stc1l</i>    | stanniocalcin 1, like                                 | 0.0076     | 2.1824                      |
|                      | <i>nkx2.4a</i>  | NK2 homeobox 4a                                       | 0.1681     | 0.6429                      |
|                      | <i>fgf23</i>    | fibroblast growth factor 23                           | 0.2397     | 1.9880                      |
|                      | <i>thraa</i>    | thyroid hormone receptor alpha a                      | 0.6794     | 0.2953                      |
|                      | <i>duox2</i>    | dual oxidase 2                                        | 0.6840     | 0.8560                      |
|                      | <i>calca</i>    | calcitonin-related polypeptide, alpha                 | 0.7374     | 0.3259                      |
|                      | <i>tg</i>       | thyroglobulin                                         | 0.8482     | 0.8245                      |
|                      | <i>thrb</i>     | thyroid hormone receptor beta                         | 0.8570     | 0.4827                      |
|                      | <i>pth2ra</i>   | parathyroid hormone 2 receptor a                      | 0.9111     | 0.3337                      |
|                      | <i>oxtr</i>     | oxytocin                                              | 0.9245     | 0.3541                      |
|                      | <i>oxtra</i>    | oxytocin receptor a                                   | 0.9307     | 0.9113                      |
|                      | <i>tshr</i>     | thyroid stimulating hormone receptor                  | 0.9484     | 0.5776                      |
|                      | <i>pth1a</i>    | parathyroid hormone 1a                                | 0.9745     | 1.0061                      |
|                      | <i>dio2</i>     | iodothyronine deiodinase 2                            | 0.9888     | 0.3971                      |
|                      | <i>dio1</i>     | iodothyronine deiodinase 1                            | 0.9942     | -0.4540                     |
|                      | <i>pth1b</i>    | parathyroid hormone 1b                                | 0.9970     | -0.9576                     |
|                      | <i>oxtrb</i>    | oxytocin receptor b                                   | 0.9987     | -0.4907                     |
|                      | <i>pth4</i>     | parathyroid hormone 4                                 | 0.9987     | -0.3412                     |
|                      | <i>slc5a5</i>   | solute carrier family 5 member 5                      | 0.9987     | -0.2700                     |
|                      | <i>calcr1b</i>  | calcitonin receptor-like b                            | 0.9987     | -0.0422                     |
|                      | <i>calcr1a</i>  | calcitonin receptor-like a                            | 0.9987     | 0.0401                      |
|                      | <i>calcr</i>    | calcitonin receptor                                   | 0.9987     | 0.1055                      |
|                      | <i>calcr12</i>  | calcitonin receptor-like 2                            | 0.9987     | 0.1180                      |
|                      | <i>pth3r</i>    | parathyroid hormone 3 receptor                        | 0.9987     | 0.1869                      |
|                      | <i>pth2</i>     | parathyroid hormone 2                                 | 0.9987     | 0.2558                      |
|                      | <i>pth2rb</i>   | parathyroid hormone 2 receptor b                      | 0.9987     | 0.2574                      |
|                      | <i>duox</i>     | dual oxidase                                          | 0.9987     | 0.2611                      |
|                      | <i>thrab</i>    | thyroid hormone receptor alpha b                      | 0.9987     | 0.3488                      |
|                      | <i>casr</i>     | calcium-sensing receptor                              | NA         | 0.3260                      |
| Osteoblast markers   | <i>sparc</i>    | secreted protein, acidic, cysteine-rich (osteonectin) | 0.0006     | -0.7883                     |
|                      | <i>col1a1a</i>  | collagen, type I, alpha 1a                            | 0.0010     | -0.8014                     |
|                      | <i>col1a1b</i>  | collagen, type I, alpha 1b                            | 0.0202     | -0.8215                     |
|                      | <i>col1a2</i>   | collagen, type I, alpha 2                             | 0.0049     | -0.7532                     |
|                      | <i>col10a1a</i> | collagen, type X, alpha 1a                            | 0.3905     | 0.6739                      |
|                      | <i>sp7</i>      | Sp7 transcription factor                              | 0.1121     | 0.8305                      |
|                      | <i>entpd5a</i>  | ectonucleoside triphosphate diphosphohydrolase 5a     | 0.9439     | 0.4841                      |
|                      | <i>enpp1</i>    | ectonucleotide pyrophosphatase/phosphodiesterase 1    | 0.9568     | -0.2502                     |
|                      | <i>runx2b</i>   | RUNX family transcription factor 2b                   | 0.9987     | -0.3106                     |
|                      | <i>phex</i>     | phosphate regulating endopeptidase homolog, X-linked  | 0.9987     | -0.1811                     |
|                      | <i>alpl</i>     | alkaline phosphatase, biomineralization associated    | 0.9987     | -0.1600                     |
|                      | <i>phospho1</i> | phosphoethanolamine/phosphocholine phosphatase 1      | 0.9987     | 0.1417                      |
|                      | <i>bglap</i>    | bone gamma-carboxyglutamate (gla) protein             | 0.9987     | 0.2994                      |
|                      | <i>spp1</i>     | secreted phosphoprotein 1                             | 0.9987     | 0.3694                      |
|                      | <i>runx2a</i>   | RUNX family transcription factor 2a                   | NA         | -0.1062                     |

**Table S3. In situ probe primers**

| Gene            | Primers (5'→ 3')                                     | Linearization Enzyme | RNA polymerase |
|-----------------|------------------------------------------------------|----------------------|----------------|
| <i>trpv6</i>    | GGCAACGACCACACCATAAA<br>TGGGCCATTATGTCATTGCG         | EcoRV                | Sp6            |
| <i>col10a1a</i> | ACCAGCCTTACTCCGTGAAA<br>GGCTCACCTTTCTGACCAGT         | EcoRV                | Sp6            |
| <i>stc1a</i>    | ATGCTCCTGAAAAGCGGATTTCTT<br>AGGACTTCCCACGATGGAGCGTTT | EcoRV                | Sp6            |
| <i>igfbp5a</i>  | AGTTTGTATGCTCTGGTGCG<br>CCATTAAAGTCAGTGCCCGG         | EcoRV                | Sp6            |
| <i>phospho1</i> | CCGCTTCCTGATGTTCTTCG<br>GTCCTCACCCTCTTCCAGG          | EcoRV                | Sp6            |
| <i>sparc</i>    | CTTCTTCCTGTTCTGCCTCG<br>ATAAGAGGAGCACGCAGAGG         | EcoRV                | Sp6            |
| <i>spp1</i>     | CCACGCCAACAGAATCGAAT<br>TCTCCTGGCTTTCTGTGCTT         | EcoRV                | Sp6            |
| <i>runx2a</i>   | CGCGTGTTTTGTTTGTTC<br>CATGGTGGTCTGGCGTAAAC           | EcoRV                | Sp6            |
| <i>runx2b</i>   | CGGTGAAGATGAACGACGTG<br>GCCAGGGAAAGGACTCAAGT         | XbaI                 | T7             |

**Table S4. rt-PCR primers**

| Gene            | Primers (5' → 3')                             | Product size (bp) | Conditions*             |
|-----------------|-----------------------------------------------|-------------------|-------------------------|
| <i>stc1a</i>    | CACGGTTCTCATCCAACACC<br>GCGCTTAATGGTCTGGAACA  | 245               | 15s/30s/30s 56°C<br>30x |
| <i>spp1</i>     | CAGCAAGCAGTTCAGAGAGC<br>CTGCCTCCTCAGTGTCATCT  | 162               | 15s/30s/30s 56°C<br>30x |
| <i>sparc</i>    | TCCAACCTGAAGAGGAGCCAG<br>ATAAGAGGAGCACGCAGAGG | 164               | 15s/30s/30s 56°C<br>30x |
| <i>enpp1</i>    | GTGCTTCTTCTTGCTTGCT<br>CAGGTGCCTTCATTTACGCA   | 167               | 15s/30s/30s 56°C<br>28x |
| <i>entpd5</i>   | CGCTACCGTGCAATCAATCA<br>TGGAAGCTCAACTGGGTCTT  | 195               | 15s/30s/30s 56°C<br>28x |
| <i>phex</i>     | CTCTGTCTAGGCCACACTG<br>TATCTCCACTTCTCACGGGC   | 226               | 15s/30s/30s 56°C<br>28x |
| <i>phospho1</i> | TTGCCCCTCTCTTACACTGT<br>GTCCTCACCCTCTTCCAGG   | 142               | 15s/30s/30s 56°C<br>30x |
| <i>fgf23</i>    | ACATCCACCTTCAGACCACT<br>TCCTCCTGTATCCATGCACA  | 185               | 15s/30s/30s 56°C<br>30x |
| <i>alpl</i>     | AGTTTCCAGAGCAAGAGAAGC<br>TCTGTCCACTCAACTGACCC | 189               | 15s/30s/30s 56°C<br>30x |
| <i>trpv6</i>    | CAGGCATGTACTTCCGCAAA<br>ATCCTGAGCCAGCAAGAAGT  | 227               | 15s/30s/30s 58°C<br>35x |
| <i>eef1g</i>    | TCGTCTGAAGATTGCGAGTG<br>ACCCTGGTAAGCTGGAACCT  | 109               | 15s/30s/30s 56°C<br>25x |

\*Format: 15s denaturation, 30s annealing, 30s elongation, annealing temperature, # cycles

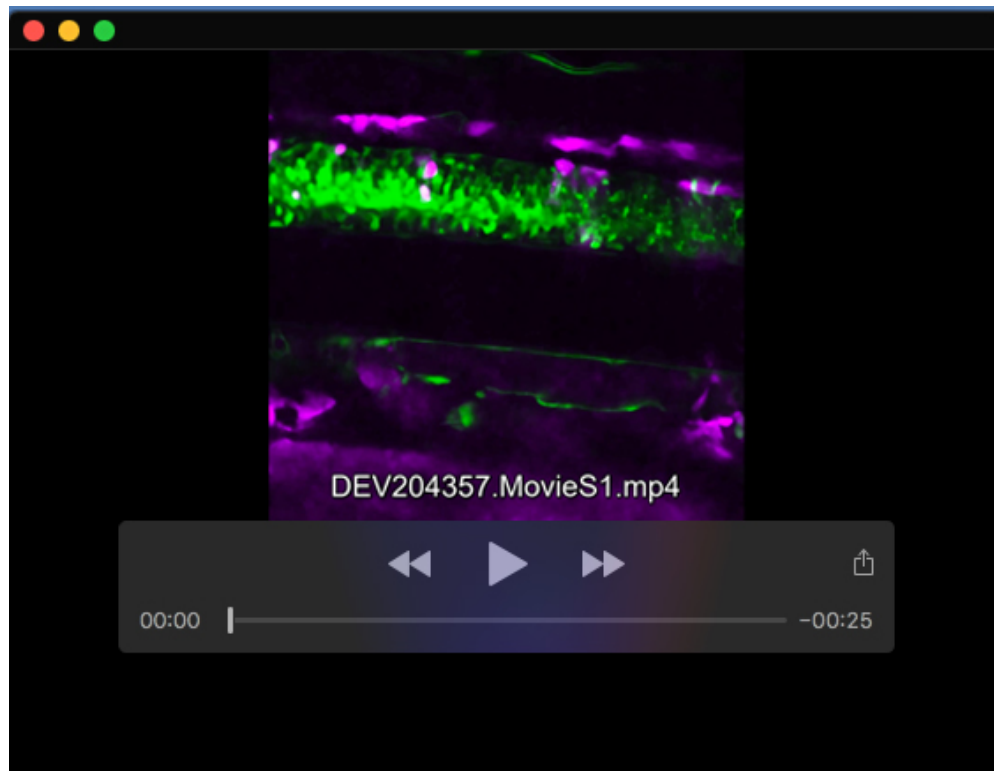

**Movie 1. Dynamic and transient interaction between *sox10*<sup>+</sup> neural crest lineage cells and the Corpuscles of Stannius.** A maximum projection of a control zebrafish time-lapse between 48 and 96 hpf demonstrating an interaction between the neural crest lineage cell, labeled by *SOX10:Cre; actb2:BFP>DsRed* in magenta and the Corpuscles of Stannius, labeled by *Tp1:VenusPEST* in green.

How the deposited data were processed for this re-analysis (not part of the article)

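RNAseq was carried out on whole sox10 mutants and their wild-type siblings, with 3 pools per genotype. The paper reports 4 dpf, and tables are deposited for 45 hpf, 4 dpf and 7 dpf, with 18 libraries labelled in all. Libraries were grouped by the genotype, stage and replicate number that their labels give, and every per-library column was used. The authors trimmed paired-end reads, quantified them with Kallisto on the Galaxy platform and deposited transcript abundances in TPM for each gene and library. Versions, the transcriptome release and the step from transcripts to genes are not given in the paper's text. The authors' own test was DESeq2, run on pseudo-aligned reads. It needs counts, so it was not repeated on TPM.

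TPM are scaled within a library and the authors state no scaling between libraries. In these tables the summed TPM of a library lay between 934603 and 953131, which leaves the remainder to genes that are not listed. The number of reads behind a TPM is not recoverable, so no confidence interval for counting error is given, and the precision rests on the spread between 3 libraries. The tables for 4 dpf and 7 dpf hold identical values, so they were counted once and 12 distinct libraries were analysed. No comparison of 4 dpf with 7 dpf was made for this reason, and the planned fits of all 18 libraries were made with 12. These changes, and the interaction test between the 45 hpf and 4 dpf tables, were chosen after the data were examined.

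The 315 lines that repeat a gene under another symbol carry the same values and were dropped, which left 25581 genes, 3512 of them without a symbol. Genes with at least 1 TPM in at least 3 of 6 libraries were tested, or in at least 6 of 12 where both tables were fitted together. Filters were applied anew to the libraries in each fit. Tests used log2(TPM + 1) in limma 3.58.1 under R 4.3.3, by lmFit and eBayes with an intensity trend, with genotype as the only factor. P-values were adjusted by the Benjamini-Hochberg method. Differential expression required an adjusted P of at most 0.05 and a change of at least 1.25-fold, as in the paper. Sets of genes were tested with camera in limma at an inter-gene correlation of 0.01, adjusted over 5 sets. Single genes were also compared by two-sided exact permutation tests of their 6 values, which cannot give a p below 0.1. In the joint fits, a common genotype effect was tested with stage as a factor, and differences between stages with an interaction term. Positions of genes on chromosomes came from a RefSeq gene table matched by symbol, and DEGs on the chromosome of sox10 were compared with other tested genes by Fisher's exact test. Position was known for 91.4% of the tested genes. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

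Genes named in the text were fixed before the data were examined: those the paper names from its RNAseq, in Fig. 5A or in Table S2, sox10, trpv6, igfbp5a and the genes of the sets, and in each table the 5 largest rises and 5 largest falls among DEGs whose mutant libraries all lie on the same side of all wild-type libraries.

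The limma and camera steps were tested on simulated data with 3 libraries per genotype and the spread of the 4 dpf table. Of 200 genes changed by a log2 value of 1, 2 or 3, 27%, 85.5% and 94% were recovered, and 2.84% of the calls at a change of 2 were unchanged genes. With no gene changed, 0% were called. In the simulation each gene varied independently, without a shift common to most genes, and changed genes were drawn only from the more abundant ones. The deposited table does hold such a shift, so these rates do not give the share of false calls in it.

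Alternatives were a pseudocount of 0.1, no filter, a filter on a mean of at least 5 TPM, median-of-ratios rescaling, quantile normalization, the replicate number as a block, robust eBayes, other fold change minimums and leaving out each library in turn. Further alternatives were added after the data were examined: removal of genes above 10000 TPM in any library with rescaling of the rest, and fits of both tables together. Fits with a library left out were also run with the genes tested in all libraries, in place of a new filter. For each test across all genes, other splits of the libraries were counted, among those that part every same-numbered pair. The paper's values were read from its text, Table S2 and the readable part of Table S1, which holds 1981 distinct genes. Values from rt-PCR and in situ hybridization were not analysed here.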

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

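The results here come from data that the paper does not report, namely the 45 hpf table, concern genes that its text does not discuss, some of which its Table S1 lists, or are differences between tables. The tests of library scaling for the 45 hpf counts, for stc1l and for the number and size of the largest changes, and the choice to compare the tables by an interaction term, were made only after those results were seen. The remaining tests were set beforehand.

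At 45 hpf, where the paper reports no RNAseq, 85 genes were lower and 10 higher in mutants at the paper's thresholds (limma, 3 libraries per genotype, 17043 tested genes). The median log2 fold change of all genes was -0.25 and 0.0020 after median-of-ratios rescaling, which gave 80 genes lower and 26 higher, 106 in all, with 70 of the original 95 among them in the same direction. Scaling between libraries therefore does not account for the number of genes. Among the 10 splits of the 6 libraries, 4 part every same-numbered pair, and only the real split of those 4 (1 of 4) gave any differentially expressed gene. The other 6 splits, which leave at least 1 same-numbered pair together, gave 0 as well. At an unadjusted p under 0.05 the real split gave 3616 genes and the 9 others from 68 to 6346, so by that count a split across the genotypes gave more genes than the genotypes did. That split set wild-type replicate 1 with mutant replicates 2 and 3 against the other libraries. With 4 splits the share cannot fall below 1 in 4, whatever the data, so this comparison cannot tell the count apart from a chance division of the libraries and is no evidence for such a division either. Of the 95 genes, 35 were also differentially expressed in the table deposited for 4 dpf, all 35 in the same direction. After rescaling, 11 of the 106 were among the 41 of the 4 dpf table, all 11 in the same direction. By position, 3.75% of the placed 45 hpf DEGs lie on the chromosome of sox10 against 5.11% of other genes (Fisher's exact test, p = 0.799).

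Expression of stc1l was higher in mutants at 45 hpf. Its TPM was 0.438 ± 0.214 TPM (SD, n = 3) in wild types and 2.59 ± 1.15 TPM in mutants, higher in 3 of 3 mutant libraries than in every wild-type library (exact permutation test, p = 0.1, the smallest possible). The log2 fold change was 1.27 (standard error 0.25, limma adjusted P = 0.0419). After rescaling it was 1.40. Rescaling raises the log2 fold change of most genes at 45 hpf, so a larger value was bound to follow. Before rescaling, the median log2 fold change of all genes was -0.25, so a scaling effect would lower mutant values. The rise goes against that shift, which argues against library scaling as the source of its direction. Whether it passed the threshold did depend on scaling, with an adjusted P of 0.0505 after rescaling and 0.0406 with quantile normalization. Over the alternatives, its adjusted P ran from 6.86e-05, with the replicate block, to 0.162. The effect in the 4 dpf table minus that at 45 hpf was -0.53 (interaction adjusted P = 0.540), so no difference between the tables was shown. Wild-type values below 1 TPM and the grouping of 3 libraries against 3 leave the size of the rise uncertain. From in situ hybridization, the paper reports higher numbers of stc1a-expressing cells in mutants between 45 hpf and 4 dpf (Fig. 5D′).

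The largest falls at 45 hpf among genes that the paper does not discuss were -6.89 on the log2 scale for si:dkey-251i10.2, -6.54 for ENSDARG00000114516 and -5.11 for LOC100330864. Mutant libraries had at most 0.513 TPM of si:dkey-251i10.2 against at least 151 TPM in wild types. The largest rises were 2.74 for gnb3a, 2.01 for ENSDARG00000112489, 1.76 for si:ch73-29c22.1, 1.48 for ptgr1.2 and 1.43 for rs1a, each higher in 3 of 3 mutant libraries. With defbl1 and gch2, which complete the 5 largest falls, these make 10 genes. Of the 10, 7 still passed the thresholds after rescaling, with adjusted P from 1.68e-07 to 0.0725, so scaling does not account for most of them. The 3 that did not were all among the 5 rises, namely gnb3a (adjusted P = 0.0572), ENSDARG00000112489 (adjusted P = 0.0510) and si:ch73-29c22.1 (adjusted P = 0.0725). With the replicate block all 10 passed, with an adjusted P of at most 2.11e-04, and over all alternatives the highest adjusted P of any of them was 0.276. The blocked limma fit also gave an adjusted P of 2.88e-18 for ENSDARG00000112047 at 45 hpf, against 0.129 without the block. Mutant libraries had 466, 296 and 2563 TPM of that gene. The adjusted P of the blocked fit thus did not follow the spread between libraries, so it adds no support for the 10 genes. Position was known for 6 of the 10, and 0 of them lie on the chromosome of sox10, which goes against linkage to the deletion. Loss of sox10 is the design's biological explanation, and it remains a hypothesis for these genes.

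In the table deposited for 4 dpf, whose values are also deposited for 7 dpf, the largest falls outside the genes that the paper discusses were -4.87 for ENSDARG00000114516, -3.39 for si:dkey-251i10.2, -3.21 for crygm2d4 and -3.16 for klf9. Mean TPM of klf9 was 38.5 ± 18.8 TPM in wild types and 3.14 ± 0.598 TPM in mutants (adjusted P = 0.0250), lower in 3 of 3 mutant libraries than in every wild-type library. The largest rises were 3.78 for both ENSDARG00000112047 and ENSDARG00000116179, 3.53 for ENSDARG00000110460, 2.79 for ptgr1.2 and 2.65 for ENSDARG00000115079. The values of ENSDARG00000112047 and ENSDARG00000116179 are identical in every library, so the pair counts as a single measurement. In mutant replicates 1, 2 and 3 the pair had 3007, 599 and 1440 TPM. The gene with the highest TPM, ENSDARG00000111458, had 148474, 35273 and 73055 TPM. Both ranked the libraries of each genotype alike, although in mutant replicate 2 only the pair lay above every wild-type library. Median-of-ratios rescaling cannot take out such a shared rise, so a difference in RNA composition remains an explanation for the pair. Of the 10 largest changes, 5 passed the thresholds after rescaling and the adjusted P ran from 5.77e-04 to 0.0556. Among those that passed, klf9 had an adjusted P of 0.0430. With the identical pair counted once, 4 of the 9 distinct genes no longer passed, but the sizes moved little. With the replicate block, 2 of the 10 passed, ENSDARG00000114516 (adjusted P = 0.00953) and si:dkey-251i10.2 (adjusted P = 0.0431), while klf9 had an adjusted P of 0.105 and the highest was 0.111. Over all alternatives, the adjusted P of the 10 genes ran from 1.09e-06 to 0.165. After rescaling the falls lay between -4.51 and -2.76 and the rises between 2.88 and 4.21, and each gene had at least 86.5% of its log2 fold change before rescaling, so scaling does not account for the size of these changes. Rescaling raises most genes, so only the 5 falls could have become smaller. Position was known for 7 of the 9 distinct genes, and 0 lie on the chromosome of sox10.

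Genotype effects differed between the tables for 4 genes that the paper names. The log2 fold change in the 4 dpf table minus that at 45 hpf was 3.75 for gch2, 2.4 for defbl1, 1.36 for apoda.1 and -1.66 for mbpa (interaction in limma, adjusted P = 1.01e-04, 7.71e-04, 0.0478 and 0.0248). For gch2, wild-type means were 80.5 TPM at 45 hpf and 3.78 TPM in the 4 dpf table, and mutant means were 1.80 and 1.19 TPM. For mbpa, the wild-type means were 0.741 and 167 TPM. All 4 genes kept an interaction past the threshold after rescaling (4 of 4), so scaling does not account for them. With a pseudocount of 0.1, 2 of the 4 kept it, with adjusted P from 0.00511 for gch2 to 0.185 for mbpa. For apoda.1 and mbpa, low TPM and the choice of pseudocount thus remain as explanations. Across all genes, 46 had an interaction at an adjusted P of at most 0.05, and 62 after rescaling, with 30 of the 46 among them in the same direction. With the replicate number within stage as a block, 5 of the 46 kept it, and values with this block are not given here for the 4 named genes. Moreover, 5 of the 32 splits of the 12 libraries that part every same-numbered pair within each table gave at least 46 genes. The real split was among them. Those with 55, 6775 and 8508 genes kept the genotypes of at least 1 table together, so they are no chance division of all libraries. A split that mixed the genotypes in both tables gave 4113. By that split, the number of genes whose effect differs cannot be told apart from a chance division of the libraries. No biological reading of the 4 differences is offered beyond the difference in stage that the labels give, since the stage of the second table is itself open.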

How the results depend on the processing

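Alternatives other than those named as added were set before the data were examined. No depth is known for these values, so limits from read counts were not assessed. The cause of the changes below was not tested except where a test is given.

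Counts of DEGs in the table deposited for 4 dpf moved most. The 3249 genes lower and 269 higher in mutants became 43 and 10 with a pseudocount of 0.1, 17 and 3 with no filter, 1370 and 117 with a mean of at least 5 TPM, 27 and 14 with median-of-ratios rescaling, 631 and 621 with quantile normalization and 1397 and 64 with an absolute log2 fold change of at least 1.25. With the replicate number as a block they were 2 and 0, with 4797 and 441 at an unadjusted p under 0.05. The 6 fits that each left out a library gave from 2 to 5549 genes lower and from 0 to 582 higher, with between 355 and 617 higher at an unadjusted p under 0.05 in the 4 fits that called 0. Fits of both tables together with 4 group means, in place of the planned fit of 18 libraries, gave 5229 and 587, and removal of the genes above 10000 TPM, an alternative added after the data were examined, gave 32 and 16. Robust eBayes gave 2917 and 253, and no fold change minimum left both counts as they were. The median adjusted P of the 3518 genes was 0.0431. With the tested genes held to those of all 6 libraries, an alternative also added after the data were examined, the fits without a library gave from 4 to 5543 genes lower and from 0 to 626 higher, with between 403 and 676 higher at an unadjusted p under 0.05 in the 4 fits that called 0. For 45 hpf those fits gave from 34 to 5154 lower and from 1 to 115 higher.

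At 45 hpf, the 85 genes lower and 10 higher became 39 and 5 with a mean of at least 5 TPM, 669 and 68 with the replicate block, 48 and 5 in the fit of both tables and 55 lower with an absolute log2 fold change of at least 1.25. Genes higher in mutants numbered 1 with a pseudocount of 0.1, 1 with no filter, 26 with rescaling, 42 with quantile normalization and 4 without the genes above 10000 TPM. Leaving out each library gave from 34 to 5166 genes lower and from 0 to 115 higher, with 207 higher at an unadjusted p under 0.05 in the fit that called 0.

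The rise of stc1l kept its direction in every fit of either table in which it was tested. In the 4 dpf table its log2 fold change of 0.74 passed the threshold with quantile normalization alone, at 1.10 (adjusted P = 0.0490, range over alternatives 0.0490 to 0.165), and lay between 0.45 and 0.92 without each library. At 45 hpf its 1.27 no longer passed with a pseudocount of 0.1 (2.29), no filter (1.27), rescaling (1.40), removal of genes above 10000 TPM (1.43) or the fit of both tables (1.27). It ranged from 1.18 to 1.39 in the 3 fits without a wild-type library, and had too little TPM to be tested without any mutant library or with a mean of at least 5 TPM. The difference between the tables, an interaction added after the data were examined, was -0.53 and stayed between -1.49 and -0.10 with no adjusted P below 0.251. The 46 genes with an interaction became 23 with a pseudocount of 0.1, 630 with quantile normalization, 30 with robust eBayes, 5 with the replicate block and from 11 to 792 without each library.

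In the table deposited for 4 dpf, the pigment cell genes kept their lower median and an adjusted P below 0.05 in all 11 alternatives, and the ionocyte genes stayed without one. The glial genes did so in all but the fit without mutant replicate 3, with medians from -0.50 to -0.22 relative to all genes when a library was left out. The osteoblast markers, at -0.14, moved to 0.060 with no filter and ranged from -0.30 to 0.15 without each library. The endocrine genes, at 0.14, ranged from -0.066 to 0.21. Neither of these 2 sets had an adjusted P below 0.05 in any of these fits of the 4 dpf table.

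DEGs for the genotype effect averaged over both tables numbered 5907. They became 3383 with a mean of at least 5 TPM, 3533 with quantile normalization and 23 with the replicate number within stage as a block. Without each of the 12 libraries they numbered from 56 to 7696. The share of 4 dpf DEGs on the chromosome of sox10, 5.56% against 5.07% of other genes, became lower than that of other genes for DEGs at 45 hpf (3.75% against 5.11%) and for DEGs with a pseudocount of 0.1 (4.55% against 5.17%). It stayed higher than that of other genes for DEGs after rescaling (6.06% against 5.17%) and for the paper's own DEGs of Table S1 (7.17% against 5.13%), with no Fisher's exact p below 0.124.

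Among the single genes named, 741 comparisons of 52 gene and table results with their alternatives gave 545 with the same direction and side of the threshold, 168 weaker, 14 stronger and 14 reversed. The reversals were calca with rescaling (0.23), quantile normalization (0.16) and removal of genes above 10000 TPM (0.065), col1a1a in the same fits (0.25, 0.16 and 0.086), col1a1b with rescaling (0.10) and quantile normalization (0.0047), and dio1 (0.052) and enpp1 (0.0020) with quantile normalization. Leaving out a library reversed col1a1a (-0.55 to 0.089), sox10 (-0.016 to 0.23) and spp1 (-0.029 to 0.079).

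Planned results for 7 dpf alone, for the difference between 4 dpf and 7 dpf and for the linkage of 7 dpf DEGs were not run, because those values are the ones deposited for 4 dpf.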

Differences from the paper's values

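The values here come from the table deposited for 4 dpf, whose values are also deposited for 7 dpf. The paper's values are from its text and Tables S1 and S2, and alternatives are those set before the data were examined unless said otherwise. The paper reports 344 genes lower in mutants, against 3249 here, and none of the alternatives set before the data were examined came within 1.5 times of the paper's number. It reports 55 genes higher, against 269 here, and an absolute log2 fold change of at least 1.25 gave 64, the only alternative that closed this gap.

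The paper's log2 fold change of stc1l is 2.18 (its standard error 0.55), against 0.74 here. None of the alternatives set before the data were examined closed the gap, with values from 0.45 to 1.15.

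Smaller falls than the paper's were found for gch2 (-1.11 against -3.37), defbl1 (-3.10 against -8.17), apoda.1 (-2.82 against -7.28), mbpa (-1.94 against -3.52), mpz (-1.52 against -2.05), ENSDARG00000114516 (-4.87 against -7.74) and si:dkey-251i10.2 (-3.39 against -7.30), with the value here given first and the paper's after it. The values here are differences of log2(TPM + 1), which shrink at low TPM, whereas the paper's come from DESeq2. With a pseudocount of 0.1, defbl1, apoda.1 and si:dkey-251i10.2 fell further, to -4.89, -4.18 and -4.40, and mbpa only to -1.96. The pseudocount thus makes up part of the gap, to an extent that varies between genes. None of the alternatives closed the gap for any of these 7 genes. None closed it either for pth1a (2.41 against 1.01), thraa (-0.58 against 0.30), thrab (-0.94 against 0.35), pth2 (-1.99 against 0.26), calcr (-1.21 against 0.11) and rhcga (-2.60 against -1.16), in the same order.

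For nkx2.4a the log2 fold change was 0.13 against the paper's 0.64, and rescaling (0.44) and quantile normalization (0.60) closed the gap. The same alternatives narrowed the gap most for calca (-0.19 against the paper's 0.33), at 0.23 and 0.16. They also did so for phex (-0.85 against the paper's -0.18), at -0.45 and -0.48, without reaching the paper's value. For alpl, -1.21 stands against the paper's -0.16. Rescaling (-0.84), quantile normalization (-0.80) and the fit without mutant replicate 1 (-0.79) narrowed the gap most, without closing it. For spp1, 0.035 stands against the paper's 0.37, and rescaling (0.31) closed it. For ENSDARG00000115079, 2.65 stands against the paper's 3.76. A pseudocount of 0.1 (4.45), rescaling (2.88), quantile normalization (2.87) and the fits without wild-type replicate 2 (3.01) or mutant replicate 2 (2.83) narrowed the gap most.

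The paper states that stc1a was significantly higher in mutants, and stc1l had an adjusted P of 0.0754 here. Quantile normalization gave an adjusted P of 0.0490, in a range from 0.0490 to 0.165 over the alternatives, and no other alternative called it. The paper names stc1a as the sole gene of calcium homeostasis among those higher in mutants, and pth1a was also higher here (log2 fold change 2.41, adjusted P = 0.0368). The paper states that col1a1a, col1a1b, col1a2 and sparc were significantly lower, and their adjusted P were 0.716, 0.506, 0.408 and 0.234 here. Without mutant replicate 2, col1a2 (adjusted P = 0.0294) and sparc (adjusted P = 0.0241) passed the threshold, and no setting called col1a1a or col1a1b. The paper states no difference in genes of thyroid hormone signaling, and here thraa (adjusted P = 0.0421) and thrab (adjusted P = 0.0287) passed the threshold as lower in the fit of both tables together, which was chosen after the data were examined. The paper also states that no osteoblast marker beyond these collagen genes and sparc met its threshold. Here alpl had an adjusted P of 0.0193 in that joint fit, and phex of 0.0269 without mutant replicate 2. Neither passed in the fit of all 6 libraries. Their highest adjusted P over the alternatives were 0.192 and 0.195. Over the alternatives, adjusted P ran from 0.0294 to 0.929 for col1a2, from 0.0241 to 0.851 for sparc, from 0.0421 to 0.738 for thraa and from 0.0287 to 0.222 for thrab.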

Other observations

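Among the tests here, those of library scaling for the direction of the 4 dpf DEGs and for pth1a, both tests on pth1b, the splits for the sets at 45 hpf, and the tests for the same 6 libraries, for the pseudocount and for the 45 hpf libraries behind Table S1 were chosen only after the results were seen. Values called 4 dpf are from the table deposited for that stage, whose values are also deposited for 7 dpf.

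Most DEGs of the 4 dpf table were lower in mutants, 92.4% of them. After median-of-ratios rescaling 65.9% were lower, but only 41 DEGs were left, and rescaling centres the fold changes of all genes, which shrinks such an imbalance whatever its origin. The imbalance can therefore not be told apart from an effect of library scaling. Removal of the genes above 10000 TPM moved the median log2 fold change of all genes from -0.33 to -0.12. It left 32 genes lower and 16 higher, 66.7% of them lower. The 14 abundant genes thus go with most of the shift and of the DEGs, while the -0.12 left is beyond the 0.1 set as the limit for them as the whole source. Whether they are its whole source cannot be told. Of the 4 splits that part every same-numbered pair, only the real split gave any DEG (1 of 4), and the 6 others gave 0. At an unadjusted p under 0.05, the real split gave 7376 genes and the 9 others from 54 to 3299. With 4 splits the share cannot fall below 1 in 4, whatever the data, so this comparison cannot tell the number of DEGs apart from a chance division of the libraries and is no evidence for such a division either. Loss of sox10 and a difference in RNA composition between the libraries are both left as explanations.

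The fold changes of the 4 dpf table differ from those of Table S1. If the same 6 libraries stood behind both, fewer than 5% of the genes with a mean count above 100 in Table S1 were predicted to differ by more than 2 of the paper's standard errors after rescaling, and 38.7% did. The pseudocount shrinks fold changes at low TPM, but among genes with at least 10 TPM in every library 41.1% did so too, and between 39.4% and 43.8% at minimums of 5, 10, 20 and 50 TPM. Refits without 1 library of either or both genotypes reached a correlation across genes of at most 0.762, and exchanged labels of at most 0.632, against 0.95 set for either explanation. The 45 hpf table correlated at 0.645. Over a subset of 100 top genes it correlated at 0.761 after rescaling, above the 0.733 of the 4 dpf table. The order of the 2 tables thus depended on the genes compared. Genes are not independent replicates in these correlations. None of these explanations reached its criterion. How closely the 2 methods of testing would come on the same libraries was not assessed, since counts were not analysed here, so these tests do not show that other libraries stood behind Table S1. Libraries of another stage behind the table, such as 7 dpf, could not be tested, because both tables hold the same values.

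With stage as a factor, 5907 genes passed the thresholds for a genotype effect averaged over both tables, 5680 of them lower in mutants. Passing did not require that the effect was equal in both tables. After rescaling 4221 passed, 1980 lower and 2241 higher, a shift that centring of the fold changes brings about by itself. Of the 5907 genes, 2207 were among the 4221 with the same direction, so for most of them the call depended on scaling. As many genes came from 2 of the 32 splits that part every same-numbered pair, a share above 0.05. The real split was among them, and the other gave 7403 genes. That other split kept the genotypes of a table together, so it is no chance division of all libraries. A split that mixed the genotypes in both tables gave 4404, fewer than the real split but still many. By these splits, a chance division of the libraries is thus neither shown nor excluded as the source of the 5907 genes.

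As a set, 21 tested ionocyte genes had a median log2 fold change of -0.21 relative to all genes in the 4 dpf table (camera in limma, adjusted P = 0.233, range over alternatives 0.0642 to 0.494). Of these, 6 were DEGs, all lower in mutants, but 0 were after rescaling, with the replicate block or with a pseudocount of 0.1 (at an unadjusted p under 0.05, 9 were lower, and 7, 7 and 9 in those fits, with 1 higher after rescaling). Over the set alone, 6 passed, and 3, 3 and 6 in those fits. Among the 6 DEGs were rhcga (127 ± 42.2 TPM in wild types and 20.7 ± 9.57 TPM in mutants) and ca2 (9.10 ± 4.07 TPM and 1.41 ± 1.13 TPM). TPM of trpv6 (0.371 ± 0.189 TPM and 0.265 ± 0.168 TPM) and igfbp5a (0.728 ± 0.189 TPM and 0.252 ± 0.288 TPM) was too low for the limma test (exact permutation test, p = 0.500 and 0.200). Of the 4 splits that part every same-numbered pair, as small a p came from 2 for the ionocyte genes, 1 for the pigment cell genes, 1 for the glial genes, 4 for the osteoblast markers and 2 for the endocrine genes. With 4 splits the share cannot fall below 1 in 4 for any set, so this comparison cannot tell them apart from a chance division of the libraries and is no evidence for such a division. For the pigment cell genes, the p of camera was 2.05e-08 in the real split and at least 8.24e-04 in the 9 others. For the glial genes it was 0.0103, and 1 of the 6 splits that leave a same-numbered pair together gave a smaller p of 0.00113. At 45 hpf, the pigment cell genes lay at -0.57 relative to all genes (adjusted P = 3.87e-29), the osteoblast markers at -0.31 (adjusted P = 0.00416, 7 of 7 lower) and the endocrine genes at 0.21 (adjusted P = 0.00109). Over the alternatives, adjusted P ran from 8.57e-64 to 2.18e-13 for the pigment cell genes, from 5.39e-04 to 0.424 (with no filter) for the osteoblast markers and from 0.00108 to 0.139 (without mutant replicate 3) for the endocrine genes. Of the 4 splits that part every same-numbered pair, as small a p came from 1 for each of these 3 sets. Of the 6 that do not, 2 gave a smaller p for the endocrine genes, 2.06e-05 and 3.29e-04 against 4.36e-04 in the real split. For the osteoblast markers a split across the genotypes gave 0.00295 against 0.00249. With 4 splits none of the 3 can be told apart from a chance division of the libraries by this comparison, which for the pigment cell genes is no evidence for such a division (p of camera 7.74e-30 in the real split and at least 7.08e-12 in the 9 others). Differences in these sets between the tables were not tested.

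The rise of pth1a in the 4 dpf table was 2.41 on the log2 scale and 2.74 after rescaling, which raises most genes, higher in 3 of 3 mutant libraries. A larger value after rescaling (limma adjusted P = 0.0206) was therefore bound to follow and is no test by itself. Before rescaling, however, the median log2 fold change of all tested genes was -0.33, so a scaling effect would lower mutant values. The rise of 2.41 goes against that shift, which argues against library scaling as its source. Over the alternatives the adjusted P ran from 0.00100 to 0.165, and with the replicate block it was 0.111. Its paralog pth1b fell, and the sum of both changed by -0.19, as sharing of reads between the paralogs predicts. At 45 hpf, pth1a rose by 1.02 TPM with a change of -0.0450 TPM in pth1b, which goes against sharing at that stage. Reads shared between the paralogs thus remain a candidate explanation for the 4 dpf table, and the rise of pth1a cannot be called biological on these data.

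Genes near sox10 could differ because every mutant carries the same chromosome segment. Of the placed 4 dpf DEGs, 5.56% lie on the chromosome of sox10 against 5.07% of other genes (Fisher's exact test, p = 0.263), and 0.723% lie within 10 Mb of sox10 against 0.538% (p = 0.237, Fisher's exact test). Neither share differed by this test, and with 5.56% on that chromosome linkage cannot be the source of most of the DEGs. A small linked part could go unseen among so many DEGs, so it is not excluded. As small a p came from 1 of the 4 splits, a design too small to exclude a chance division of the libraries.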
